# An Integrated Transcriptome and Proteome Analysis Reveals New Insights into Russeting of Bagging and Non-Bagging “Golden Delicious” Apple

**DOI:** 10.3390/ijms20184462

**Published:** 2019-09-10

**Authors:** Gaopeng Yuan, Shuxun Bian, Xiaolei Han, Shanshan He, Kai Liu, Caixia Zhang, Peihua Cong

**Keywords:** fruit russeting formation, transcriptome, proteome, bagging and non-bagging, “Golden Delicious” apple, lignin biosynthesis

## Abstract

Apple skin russeting naturally occurs in many varieties, particularly in “Golden Delicious” and its pedigree, and is regarded as a non-invasive physiological disorder partly caused by excessive deposition of lignin. However, the understanding of its molecular mechanism is still limited. In this study, we used iTRAQ (isobaric tags for relative and absolute quantitation) and RNA-seq to detect the changes in the expression levels of genes and proteins in three developmental stages of russeting formation, in russeted (non-bagging) and non-russeted (bagging) skin of “Golden Delicious” apple. 2856 differentially expressed genes and 942 differentially expressed proteins in the comparison groups were detected at the transcript level and protein level, respectively. A correlation analysis of the transcriptomics and proteomics data revealed that four genes (MD03G1059200, MD08G1009200, MD17G1092400, and MD17G1225100) involved in lignin biosynthesis are significant changed during apple russeting formation. Additionally, 92 transcription factors, including 4 LIM transcription factors, may be involved in apple russeting formation. Among them, one LIM transcription factor (MD15G1068200) was capable of binding to the PAL-box like (CCACTTGAGTAC) element, which indicated it was potentially involved in lignin biosynthesis. This study will provide further views on the molecular mechanisms controlling apple russeting formation.

## 1. Introduction

“Golden Delicious” is an economically important cultivar in the world, and plays a core role in apple genetic breeding [1]. However, it presents a phenotype of russeted skin (known as fruit russeting), and its pedigree also display the similar phenotype more or less. Fruit russeting also appears in waxy apples and causes a russeted surface, which is typically rough and corky, as well as a reduced storage life [2]. Fruit russeting is generally considered as an undesirable trait by consumers and millions of dollars are lost annually [2,3].

Fruit russeting is closely related to lacks and defects of the cuticular and epidermal layers [4]. The outbreak of apple russeting results from the damage of epidermal cells that occurs within the 30 to 60 days after flowering (DAF), when is the most sensitive period to external environment for apple [5]. During the period, apples have a sigmoid growth pattern and the epidermal cells are undergoing the most rapid rate of cell division and enlargement. At the same time, cuticle growth speed is slower than epidermal layers, without synchronous growth, resulting in the formation of microcracks [5]. Later, the epidermal cells burst and the underlying cork cambium accumulates rapidly to form brown particles, which becomes visible as the familiar “russeting” [2,4] and comes into being the typical brown and corky phenotype of “russeted” apples [6].

A wide range of external factors that impact russeting formation heavily have been identified, such as surface moisture and humidity [7], temperature [2], mechanical wounding [8], infection by pests or microorganisms [9], or the application of plant protection agents [10]. To date, few treatments are able to effectively limit russeting occurrence, including utilization of chemical agent, spraying fungicides, and fruit bagging [11,12]. For example, the application of gibberellic acid (GA_4+7_) can lead to reduction of the cuticle microcracking of “Golden Delicious” due to decreased surface tension of epidermal cell, resulting in a significant decrease of the russeting phenotype [3,5]. However, the application of phytohormones will bring some disadvantageous effects on to the plant, such as the tillering capacity of branches as well as the flower and yield in the next year [13]. Bagging will lead to an increase in titratable acid content and a decrease in sugar content though it is another effective measure to prevent apples from russeting [14,15]. Despite the physical and chemical methods mentioned above can inhibit the occurrence of apple russeting to a certain extent, they waste a lot of resources and pollute the environment. Therefore, in order to breed new non-russeted apple varieties and understand the genetics and potential mechanism of apple russeting formation, breeders have carried out extensive breeding research [16]. But little progress has been achieved in these areas, mainly because of the long breeding cycle of apples.

Despite tangible progress in the aetiology and in phenology of apple russeting, the underlying genetics is still poorly understood. A theory that the trait was under genetic control was first presented by Falginella’s team [17]. They found that some russeted apples derived from mutation of non-russeted cultivars and the offspring of controlled hybrids had a certain separation ratio of the character [2,18]. Based on segregation (1:1) observed in the progeny of “Court Pendu Plat” and “D’Arcy Spice”, Alston indicated that complete russeting might be controlled by a simple gene (Ru gene) [19]. Conversely, non-complete russeting controlled by multi-factors had been reported in references, with the evaluation of polygenic from combinations between partially russeted and either slightly to full russeted varieties [19]. According to a separation ratio of moderate russeted cultivars “Cox’s Orange Pippin” hybrid offspring, Alston and Watkins stated that a major gene played a leading role and was modulated by further minor genes [19]. In recent years, studies on the molecular level of apple russeting have gained some progress. In Malus × domestica, a previous study indicated that the MdSHN3 transcription factor prevented apples from russeting due to its overexpression and increased cuticle deposition [16]. Another study showed that the MdMYB93 transcription factor implicated in apple russeting was related to suberin synthesis and regulation [20]. When MdMYB93 gene was further transiently overexpressed in Nicotiana benthamiana leaves, the key related-genes in suberin biosynthetic pathway were up-regulated and the content of suberin also increased, indicated that MdMYB93 transcription factor promoted the formation of apple russeting [21]. Later, it was proved that MdMYB53 transcription factor possessed a similar function as MdMYB93, which was a MYB107 and MYB9 homolog regulating suberin deposition in apple [22]. Most studies on apple russeting mostly focused on transcription factors or genes involved in the biosynthesis of cuticle or suberin, and they are also involved in phenylpropanoid or lignin biosynthesis. And it had been reported that several genes or transcription factors related to phenylpropanoid biosynthesis. For example, in “Dangshansuli” pear russeted mutant “Xiusu”, genes regulating enzymes involved in lignin biosynthesis were up-regulated, such as PAL (phenylalanine ammonia-lyase), CCR (cinnamyl CoA reductase), CAD (cinnamyl-alcohol dehydrogenase) and POD/PRX (peroxidase), indicating those genes had a positive correlation with the russeting formation [23]. Besides, study on Malus × domestica found that apple russeting may be closely related to higher accumulation of phloridzin in the skin, and the synthetic precursors of phloridzin were regulated by PAL, C4H (cinnamate hydroxylase), and 4CL (4-coumaric acid- CoA ligase). It suggested that additional transcription regulators or genes related to phenylpropanoid or lignin biosynthesis may play important roles in the formation of apple russeting [24].

In spite of the great achievements, further efforts are still needed to enrich the regulatory mechanism of apple russeting. And although more candidate proteins or genes can be obtained through proteomics and transcriptomics, it will inevitably lead to the appearance of pseudo-positive genes, because gene expression is not only a one-way flow from transcriptome to proteome, but a connection between them. In the current study, russeted and non-russeted “Golden Delicious” apples were used as the experimental material for scanning electron microscopy (SEM), light microscopy (LM), RNA sequencing, and protein quantification, as well as RNA and protein correlation analysis at three developmental stages (DAF 30, DAF 60, and DAF 150). Candidate genes and transcription factors involved in various aspects of apple russeting were identified, including phenylpropanoid and lignin biosynthesis, such as MD17G1092400, MD08G1009200, MD17G1225100, MD03G1059200, and MD15G1051000, MD15G1068200, etc. Meanwhile, a LIM transcription factor was identified to regulate the expression of genes related to lignin biosynthesis. The study has important significance for further breeding of non-russeted apple. 

## 2. Results

### 2.1. Histological Analysis of Russeting Apple

In the present study, we found that bagged fruits were russeting-free, and non-bagged fruits showed heavy russeted skin, which formed on the stem hollow, stalk, and top of apple body (Supplementary Figure S1). The formation and development of fruit russeting were affected by the developmental stages of apple. At 30 days after flowering (DAF), small russeting-like particles formed on the surface of apple (Supplementary Figure S2A), then the particles joined together as a whole at DAF60 and formed brown spots (Supplementary Figure S2B). As time went by, spots protruded from the pericarp at DAF150 (Supplementary Figure S2C) and affected the fruit quality seriously.

For further analyses of the structural changes of the russeted and non-russeted fruit skin, we carried out a SEM experiment (Figure 1). The waxy layer of the epidermis of russeted fruit became warped with microcracks at DAF30 (Figure 1A), and then the microcracks became bigger and showed a “V-shaped” crack at DAF60 (Figure 1B). However, the skin of T group (bagging group) smooth without microcracks at both stages (Figure 1D,E). At DAF150, the “V-shaped” crack became much longer and deeper, while microcracks appeared in T group without obvious changes (Figure 1C,F).

Afterwards, we assessed the changes of epidermal cells through the LM experiment (Figure 1). Rupture degree of epidermal cells of CK group (non-bagging group) became larger during different developmental stages. At DAF60 (Figure 1H), the russeted compositions began to deposit and showed purple color, and the epidermal cells in the first two layers appearing irregularly arrangement due to compression showed minor rupture. At DAF150 (Figure 1I), the degree of rupture of cells gradually deepened, the number of irregularly arranged cells increased to nearly 10 layers, with the russeted compositions deposited heavily. However, there were no significant changes in T group during the three stages (Figure 1J–L). 

We also analyzed the thickness of the wax layer and the size of the epidermal cells, which showed that the thickness of the wax layer increased with developmental stages. While the thickness of T group was all significantly greater than that of CK group among the three stages (Supplementary Figure S3A). The size of epidermal cells also showed a similar trend in the wax layer structure (Supplementary Figure S3B), increasing by 46% and 73%, respectively.

### 2.2. General Characterization of Transcriptome Data

To obtain key genes involved in the formation of the russeting process in apples. RNA-seq was used to determine genes linked to a trait of interest. For this purpose, 18 cDNA libraries were built from mRNA extracted from the skin of “Golden Delicious” apple with russeted (non-bagged) and non-russeted (bagging) phenotype. As a result, the average output data of samples was 10.78 Gb, the match percent of samples to reference genomes was 91.59%, and that of gene sets was 86.26% (Supplementary Table S1). 

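RNA-seq measured messenger RNA in the skin of fruit that was bagged at DAF20 (T) and of unbagged fruit (CK) at DAF30, DAF60 and DAF150, called T1 and CK1, T2 and CK2, and T3 and CK3. Each of these 6 groups had 3 libraries, 18 in all. The paper gives 3 trees as the replicates of CK and of T, and does not say whether the same trees were sampled at each stage. The authors read the libraries on the BGISEQ-500 platform, aligned the reads to the GDDH13 v1.1 apple genome and its genes with Bowtie2, and gave each gene's level as FPKM, the fragments mapped to a gene scaled by its length and by the size of the library. The paper's Table S1 gives clean bases per library with a median of 10.86 Gb in CK1, 10.71 Gb in T1, 10.86 Gb in CK2, 10.68 Gb in T2, 10.9 Gb in CK3 and 10.55 Gb in T3. The largest of the 18 libraries held 1.12 times the clean bases of the smallest, and between 90.37% and 92.17% of the reads mapped to the genome in the paper's table. Counts per gene were not used here, since the deposited values are FPKM, and the total of fragments behind each value is therefore not known.

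The deposited table held 2856 genes, each with its FPKM in all 18 libraries, its position, its annotation and the authors' comparisons of T with CK. Every one of these genes had passed the authors' thresholds in their comparison of all T with all CK libraries, so the table is a selected set and not the whole transcriptome. An adjusted p here is therefore adjusted over selected genes alone, and no genome-wide count, background or enrichment was computed from it. From these values, log2(FPKM + 1) was taken, and the 1399 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma in a model of the 6 groups. The other 1457 genes lay below that minimum. A differentially expressed gene (DEG) was called at the paper's thresholds, a fold of at least 2 and an adjusted p of at most 0.001, and the members of gene lists were counted at an adjusted p of at most 0.05. T was compared with CK at each stage and over the 3 stages together. These comparisons, thresholds and the gene lists were set before the data were examined, apart from the 4 lists by KEGG pathway, which were added when the authors' annotation had been seen.

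Libraries of one group correlated with each other at 0.895 to 0.959 (Pearson, log2 values), and libraries of different groups at 0.296 to 0.938. The main axis of variation held 49.5% of the variance and followed the stage, and the next axis held 24.3%. Most genes of the selected table were lower in bagged skin, and the median log2 fold change of all genes tested was -0.12 at DAF30, -1.06 at DAF60 and -0.37 at DAF150. Centring each library on its median brought these medians to 0.14, 0.10 and 0.096, and quantile normalization to 0.026, -0.12 and -0.061. Both scalings were planned for a table of all genes and are distorted on this one. The table holds 610 genes that were higher and 2246 that were lower in the authors' comparison, so centring it removes most of their common fall by construction. Counts after these scalings, here and below, show how far a call stands out from the other selected genes and are no test of its direction.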

In this study, a total of 40,781 genes were identified, including 38,878 known genes and 1903 predicted new genes. A total of 22,110 new transcripts were detected and used in Mascot search database for MS protein identification. Among them, 16,756 belonged to the new variable splicing subtype of known protein-coding genes, 1949 belonged to the transcripts of new protein-coding genes, and the remaining 3405 belonged to long-chain non-coding RNA. Reads coverage over 80% accounts for more than 63% of the total number of transcripts.

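At DAF60 and DAF150, most photosynthesis genes fell in bagged skin, though fewer after median centring or quantile normalization, and the largest rises included genes of zinc transporters and of ferritin. The small subunit of ribulose bisphosphate carboxylase (MD17G1244400, which fixes carbon dioxide) fell from 2292 ± 924 FPKM in CK2 to 221 ± 22 FPKM in T2 (SD, n = 3 each; log2 fold change -3.27, standard error 0.45, adjusted p = 3.9e-05). At DAF150 it fell from 2221 ± 396 to 83.1 ± 43 FPKM (log2 fold change -4.88). Zinc transporter 8-like (MD09G1140300) rose from 11.4 ± 8.9 FPKM in CK3 to 554 ± 189 FPKM in T3 (SD, n = 3; log2 fold change 5.69, standard error 0.49, adjusted p = 3.4e-07), and ferritin-4 (MD12G1178500, an iron store) rose from 16.4 ± 7.4 FPKM to 83.9 ± 3.6 FPKM at DAF60 (log2 fold change 2.39). At DAF150, zinc transporter 1-like (MD10G1227800) had a log2 fold change of 6.19 and a prolyl endopeptidase-like gene (MD08G1005500) one of 5.29.

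Of 11 photosynthesis genes tested in limma, 11 did not pass at DAF30, 10 fell at DAF60 and 10 fell at DAF150. Of 8 genes of carbon fixation and photorespiration, 8 did not pass at DAF30, 7 fell at DAF60 and 8 fell at DAF150. Both lists count only genes that the study selected and are not independent evidence. Adjusted over the list alone, 10 photosynthesis genes fell at DAF60 and 11 at DAF150, with 7 and 8 for carbon fixation. After median centring, 4 photosynthesis genes and 5 carbon fixation genes were still lower at DAF60 and 1 of each list was higher, while after quantile normalization 6 and 5 were lower. At DAF150, 9 and 7 were lower after median centring and 8 and 8 after quantile normalization. At DAF150 camera with a preset correlation of 0.01 called both lists lower than the other genes (adjusted p = 7.6e-04 and 3.4e-05), but neither call held with an estimated correlation (adjusted p = 0.527 for both). Photosystem II 10 kDa polypeptide (MD10G1198300) fell from 154 ± 42 to 25.7 ± 2.9 FPKM at DAF60 (log2 fold change -2.51, standard error 0.34, adjusted p = 3.4e-05).

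Limma called 2 DEGs at DAF30, 436 at DAF60 and 281 at DAF150. With only the libraries of a comparison in the fit, which leaves fewer samples for the spread, nearly all DEGs of DAF60 and DAF150 were lost. The counts at these stages thus rest on a spread estimated over all groups together. Both DEGs of DAF30 were lower in bagged skin, an L-type lectin-domain receptor kinase S.4-like gene (MD12G1147700, log2 fold change -2.28) and an uncharacterized gene (MD02G1188600, log2 fold change -1.88), while 385 genes had an unadjusted p under 0.05. Of the DEGs, 52 were higher and 384 lower at DAF60, and 64 were higher and 217 lower at DAF150. Over the 3 stages together, 54 DEGs were higher and 249 lower in bagged skin. The count at DAF60 was 215 without CK2 replicate 1 and 237, 248 and 223 without T2 replicates 1, 2 and 3, and the count at DAF30 lay between 0, without T1 replicate 2 or 3, and 5, without CK2 replicate 1. It was 1 without CK3 replicate 1 or 3, T2 replicate 2 or T3 replicate 1 or 3, and 4 without CK1 replicate 3 or T2 replicate 3. Scaling by the selected genes themselves, which takes their common fall away by construction, gave 182 higher and 23 lower at DAF60 after median centring, 146 and 50 after quantile normalization, and 111 and 103 at DAF150 after median centring or 120 and 95 after quantile normalization. Over the stages these scalings gave 194 higher and 32 lower, and 142 and 33.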

There were total 2856 DEGs in the comparison groups of T1/CK1, T2/CK2, and T3/CK3, the number of up-regulated genes was ~3.4 times more than the number of down-regulated genes, the number of DEGs increased and then decreased following russeting formation (Figure 2A). 

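No gene was a DEG at all 3 stages in limma, where 51 genes had an unadjusted p under 0.05 at each stage, and 136 genes were DEGs at both DAF60 and DAF150. At an adjusted p of at most 0.05 with no minimum fold, 6 genes passed at every stage, each in one direction throughout. A chalcone synthase (MD04G1003300, which opens flavonoid biosynthesis) and polyketide synthase 5 (MD04G1003000), whose gene models overlap, fell at each stage, by log2 fold changes of -1.58, -2.31 and -1.68 and of -1.25, -2.52 and -1.59 at DAF30, DAF60 and DAF150. The chalcone synthase fell from 37.7 ± 13 to 12.0 ± 4.5 FPKM at DAF30 (SD, n = 3; standard error 0.44, adjusted p = 0.025). An uncharacterized gene (MD07G1233600) fell by 2.08, 2.17 and 1.29 on the log2 scale, and another (MD03G1160300) by 0.96, 0.69 and 1.02. E3 ubiquitin-protein ligase RHA2A-like (MD01G1228600) rose by 1.38, 0.95 and 1.09, and an uncharacterized gene (MD02G1064200) by 1.04, 1.21 and 1.46. MD03G1160300 is named because these genes are few, after its values were seen.

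Of the 51 genes with an unadjusted p under 0.05 at each stage, 47 kept one direction. In the values as deposited, 18 of the 136 DEGs shared by DAF60 and DAF150 were higher and 118 lower at both stages. All of these genes were selected by the study for a difference of T from CK over the stages, so a shared direction is not independent evidence.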

Totally 273 DEGs were screened in a Venn diagram among the three stages between russeted and non-russeted apple skin (Figure 2B).

To further determine which biological pathways was significantly different during russeting development (FDR ≤ 0.01), KEGG pathway enrichment analysis was performed for the DEGs (Figure 3). The most enriched categories were the phenylpropanoid biosynthesis, starch and sucrose metabolism, and glycerolipid metabolism. In addition, the cutin, suberine, and wax biosynthesis, as the key category mentioned in previous study [20], was also annotated in our work. 

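Genes that the authors' annotation places in these pathways mostly fell at DAF60 in bagged skin in the values as deposited. A caffeoylshikimate esterase-like gene (MD07G1174800, in the glycerolipid pathway of the annotation) rose from 146 ± 22 to 391 ± 78 FPKM (SD, n = 3; log2 fold change 1.40, standard error 0.31, adjusted p = 0.00104). GDSL esterase/lipase EXL3-like (MD15G1008900) rose from 2.20 ± 0.44 to 7.13 ± 0.85 FPKM (log2 fold change 1.35). At DAF60, 12 of the 65 phenylpropanoid genes tested rose and 46 fell, against 6 and 21 of 35 genes of starch and sucrose metabolism and 5 and 16 of 25 genes of glycerolipid metabolism. After median centring, which takes the common fall of the selected genes away by construction, the counts at DAF60 were 18 higher and 9 lower for the phenylpropanoid list, 8 and 3 for starch and sucrose and 8 and 1 for glycerolipids, and after quantile normalization 12 and 13, 8 and 3, and 8 and 1.

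At DAF30, 3 phenylpropanoid genes rose and 3 fell, and at DAF150 7 rose and 12 fell. The starch and sucrose list had 3 and 3 at DAF30 and 2 and 4 at DAF150, and the glycerolipid list had 2 higher at DAF30 and 3 higher and 2 lower at DAF150. The 3 lists are not independent of one another, since 16 of the genes tested, all described as GDSL esterase/lipase, stand in each of them. The lists hold genes that the study selected on these libraries and are not independent evidence of a direction. At DAF30, camera called the glycerolipid list (adjusted p = 0.00212) and the phenylpropanoid list (adjusted p = 0.0277) higher than the other genes, and neither call held with an estimated correlation (adjusted p = 0.844). Enrichment against all genes was not analysed here.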

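The keyword list of suberin, cutin and wax genes, drawn up from gene descriptions, moved in one direction at DAF60, when all 20 members tested fell, or 6 of the 20 after median centring or quantile normalization. A 3-ketoacyl-CoA synthase 19-like gene (MD07G1187400), of the family that lengthens fatty acids, fell from 217 ± 76 FPKM in CK2 to 21.4 ± 4.4 FPKM in T2 (SD, n = 3; log2 fold change -3.25, standard error 0.35, adjusted p = 8.4e-06). A glycerol-3-phosphate acyltransferase 6-like gene (MD09G1043100), of the family that links fatty acids to glycerol in cutin, fell from 4.51 ± 1.8 to 1.41 ± 0.27 FPKM (log2 fold change -1.13), and 3-ketoacyl-CoA synthase 4 (MD05G1065300) had a log2 fold change of -0.81, while over the stages its change turned from -0.47 to 0.15 after median centring. At DAF150, 1 member fell and 19 did not pass, and at DAF30 0 of the 20 passed in limma and 0 had an unadjusted p under 0.05. Across the stages together 19 fell, and 20 when adjusted over the list alone. Of the 27 genes of this list in the deposited table, the study had selected 26 as lower in T on these libraries. The shared fall is therefore not independent evidence of a direction. The gene models of 2 members, MD07G1187400 and MD07G1187000, overlap and may share reads.

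Camera called the list lower than the other genes at DAF60 (adjusted p = 0.0387), which did not hold with an estimated correlation (adjusted p = 0.933), and fry, which asks only whether the members move one way on balance, gave an adjusted p of 7.2e-05. Since nearly all members had been selected as lower in T, the fry value does not test the direction. After either scaling, 2 fell over the 3 stages. The unbagged libraries of DAF60 were not alike in these genes, since the median member was 1.74 higher on the log2 scale in CK2 replicate 2 than in CK2 replicate 3, with 17 of the 20 members higher.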

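Of the 11 phenylpropanoid genes of Table 1, 10 fell and 1 rose in bagged skin at DAF60, while after median centring the 1 rise was left. GDSL esterase/lipase At4g26790 (MD11G1210200) fell from 15.0 ± 13 FPKM in CK2 to 1.15 ± 0.22 FPKM in T2 (SD, n = 3; log2 fold change -2.48, standard error 0.62, adjusted p = 0.0023), and GDSL esterase/lipase At1g74460-like (MD06G1194000) fell from 19.8 ± 16 to 2.80 ± 0.36 FPKM (log2 fold change -2.12, adjusted p = 0.00701). GDSL esterase/lipase LTL1-like (MD12G1252500, chromosome 12 from 32163367 to 32165527) rose from 69.8 ± 18 to 159 ± 50.0 FPKM at DAF30 (log2 fold change 1.16, adjusted p = 0.046) and from 26.3 ± 17 to 76.7 ± 11 FPKM at DAF60 (log2 fold change 1.68, standard error 0.37, adjusted p = 9.3e-04). GDSL enzymes are esterases and lipases that act on ester bonds. MD02G1161000, MD11G1153800 and MD11G1214800, which are also described as GDSL esterase/lipase in the deposited annotation, had log2 fold changes of -1.52, -1.53 and -1.96 at DAF60. MD03G1126700, described as uncharacterized, fell from 3.85 ± 2.4 to 0.703 ± 0.25 FPKM (log2 fold change -1.37).

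At DAF30, 1 of the 11 rose and 1 fell, and at DAF150 1 fell; adjusted over the list alone, 1 rose and 2 fell at DAF30, 1 rose and 10 fell at DAF60, and all 11 did not pass at DAF150. Most of the 11 lay under 1 FPKM in the CK1 libraries, where log2(FPKM + 1) holds T/CK near 0 at DAF30. Across the stages 1 rose and 10 fell, over all genes and over the list alone. The study picked these genes from these libraries, so the counts are not independent evidence. After quantile normalization, 1 rose and 1 fell at DAF60. Over the stages, the changes of MD02G1161000 and MD03G1126700 turned to 0.013 and 0.093 after median centring. Without both CK2 replicate 2 and CK3 replicate 2, in which most suberin genes were higher than in replicate 3 of the same group, 7 of the 11 passed over the stages. MD02G1161000 did not pass over the stages without CK2 replicate 1 or 2, CK3 replicate 2, T1 replicate 2 or T3 replicate 1, and MD03G1126700 did not without CK1 replicate 1 or 3, CK2 replicate 1 or 2, CK3 replicate 2, T1 replicate 1 or 2, T2 replicate 2 or 3, or T3 replicate 1 or 2. The counts at DAF30 and DAF150 changed when single libraries were left out, some of them libraries of other stages. The T and CK libraries of the genes called at DAF30 and DAF150 did not overlap. At DAF30, MD04G1096200 had 35.34 to 38.59 FPKM in CK1 and 6.06 to 12.66 FPKM in T1 (adjusted p = 0.037 in limma). MD12G1252500 had 49.92 to 83.95 FPKM in CK1 and 103.47 to 200.3 FPKM in T1. At DAF150, MD01G1042500 had 1.25 to 2.68 FPKM in CK3 and 0.18 to 0.69 FPKM in T3 (adjusted p = 0.033). At DAF30 the count of 2 was 0 without CK1 replicate 1 or 2 or T1 replicate 1 or 3, and 1 without CK1 replicate 3, T1 replicate 2, T2 replicate 1 or 3, T3 replicate 1 or 2 or any CK3 replicate. At DAF150 the count of 1 was 0 without CK3 replicate 1 or 2 or T3 replicate 1 or 2, and 2, 4, 3 and 4 without CK2 replicates 1, 2 and 3 and CK3 replicate 3.

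**Figure D1:**
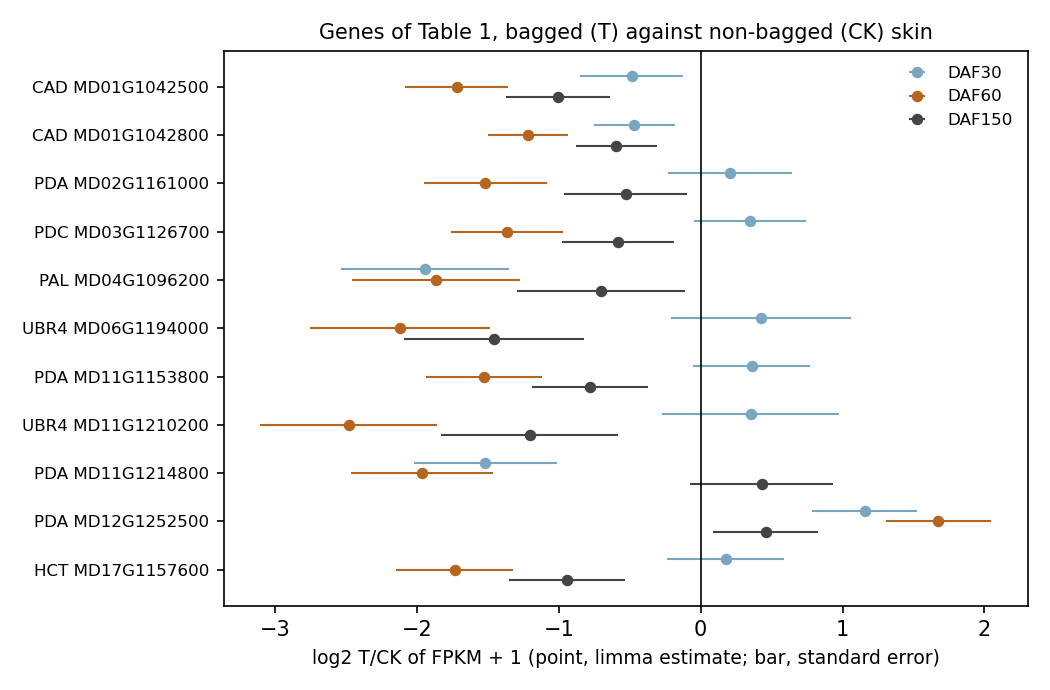
Log2 fold change of bagged over unbagged skin for the 11 genes of Table 1 at DAF30, DAF60 and DAF150, with bars for the standard error from limma (n = 3 libraries per group). Values below 0 are lower in bagged skin; at DAF60, 10 of the 11 lie below 0 and 1 above, and after median centring 1 call at that stage was left, a rise.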

There were totally 11 genes in phenylpropanoid biosynthesis pathway, and most of them were related enzymes to lignin biosynthesis (Table 1), such as CAD (cinnamyl-alcohol dehydrogenase, MD01G1042500 and MD01G1042800), PDC (pyruvate decarboxylase, MD03G1126700), HCT (shikimate O-hydroxycinnamoyl transferase, MD17G1157600) and PDA (phospholipid: diacylglycerol acyltransferase, MD02G1161000, MD11G1153800, MD11G1214800, and MD12G1252500). In cutin, suberine and wax biosynthesis (Table 2), all of the 5 genes were related enzymes of suberin, such as CYP86A1 (long-chain fatty acid omega-monooxygenase, MD03G1073600), CYP86B1 (fatty acid omega-hydroxylase, MD13G1004700), and HTT1 (omega-hydroxypalmitate O-feruloyl transferase, MD08G1058900, MD09G1007600, and MD17G1011500).

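Of the 5 suberin genes of Table 2, 4 fell and 1 rose in bagged skin at DAF60, or 1 and 1 after median centring or quantile normalization. CYP86A1 (MD03G1073600, a fatty acid omega-hydroxylase, chromosome 3 from 5991522 to 5993525) fell from 19.7 ± 16 FPKM in CK2 to 1.13 ± 0.28 FPKM in T2 (SD, n = 3; log2 fold change -2.93, standard error 0.62, adjusted p = 7.1e-04). CYP86B1 (MD13G1004700, chromosome 13 from 295279 to 297869) fell from 3.94 ± 2.7 to 0.293 ± 0.021 FPKM (log2 fold change -1.76). The omega-hydroxypalmitate O-feruloyl transferase genes MD09G1007600 and MD17G1011500, whose enzyme joins ferulate to suberin acids, fell by 2.25 and 2.10 on the log2 scale. MD08G1058900, which the deposited annotation describes as brassinosteroid-related acyltransferase 1-like, rose from 6.46 ± 1.4 to 17.5 ± 2.8 FPKM at DAF60 (log2 fold change 1.32, standard error 0.40, adjusted p = 0.0079) and had a log2 fold change of 2.27 at DAF150.

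At DAF30, 5 did not pass. The 4 that fell at DAF60 lay under 1 FPKM in the CK1 libraries, where log2(FPKM + 1) holds T/CK near 0. The authors' log2 ratios of the 5 at DAF30 were 1.02 to 1.73. At DAF150, MD08G1058900 rose, CYP86B1 fell (log2 fold change -1.31, adjusted p = 0.019) and 3 did not pass. With the stages combined, 1 rose and 4 fell, and adjusted over the list alone the counts were equal at each stage and over the stages. These genes were chosen by the study on these libraries, so their counts are not independent evidence. After either scaling, MD08G1058900 alone passed over the stages. The unbagged libraries of DAF60 varied, and CYP86A1 had 16.42, 37.47 and 5.31 FPKM in CK2 replicates 1, 2 and 3. At DAF150 the count of 2 was 1 without CK3 replicate 1, CK3 replicate 2 or T3 replicate 1, and 5 without CK3 replicate 3.

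**Figure D2:**
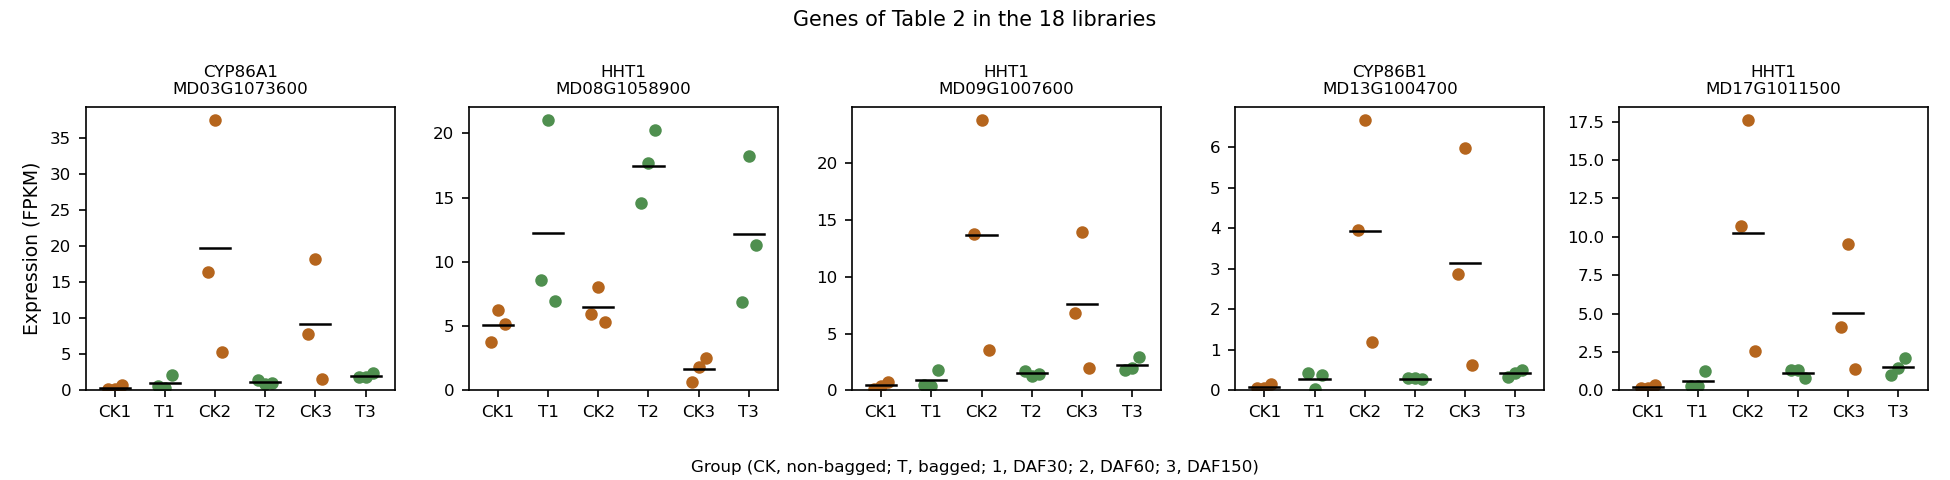
FPKM of the 5 genes of Table 2 in each of the 18 libraries, with a point per library and a black line at the mean of each group of 3. In 4 genes the unbagged libraries of DAF60 lie above the bagged ones; after median centring or quantile normalization 1 of these falls still passed at that stage.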

### 2.3. General Characterization of Proteome Data

A total of 2,640,114 spectra were generated from the 18 tested samples, and 54,338 peptides and 11,189 plant proteins were identified (Supplementary Table S2). 

There were 942 differentially expressed proteins (DEPs) identified between russeted and non-russeted apple skin (Figure 2C), and the number of down-regulated DEPs was ~1.5 times more than up-regulated DEPs. To explore the differences in biological pathways of the DEPs in detail, KEGG pathway enrichment analysis was conducted, and there were 834 of 942 DEPs annotated pathways (Supplementary Table S3). In the top 20 pathways, the most enriched category was the metabolic pathway which had 362 DEPs. Interestingly, the pathway of phenylpropanoid biosynthesis (28 DEPs) that we are concerned about was also included into the 20 pathways, and the up-regulated proteins of it were equal to the down-regulated proteins.

When comparing the number of DEPs at the three stages during the formation of apple russeting, we found that the highest number of DEPs was shared at DAF60 stage (644), followed by the DAF150 stage (617) and the DAF30 stage (32) (Figure 2D). There were only 20 DEPs of Venn diagram among the three stages and most of them were protein enzymes (Figure 2E), including 5 enzymes involved in the phenylpropanoid biosynthesis (MD05G1122100, MD05G1209300, MD08G1168600, MD10G1195700, and MD15G1222600) (Table 3).

### 2.4. Proteome and Transcriptome Correlation Analysis

To further understand the relationship between proteome data and transcriptome data, a research about correlation analysis was carried out. The parameters used for correlative analysis and the number of proteins and genes in the correlative analysis are listed in (Supplementary Table S4).

The results showed that 10,964 genes and proteins (Figure 2F) and 119 DEGs and DEPs (Figure 2G) were correlated in the transcriptome and proteome of different treatments, respectively, and a correlation using Spearman correlation test (R = 0.36, Supplementary Figure S4). 

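Among the 119 genes of Table S5, those whose RNA fell in bagged skin mostly had less protein too. The RNA change and the paper's protein change had a Spearman correlation of 0.351 across the 119 genes (two-sided permutation test with 100000 resamples, p = 0.00012) and a Pearson correlation of 0.429. The RNA change here was the log2 ratio of the mean FPKM of all T libraries to that of all CK libraries. With the log2 fold changes from limma, over the 113 genes tested, the Spearman correlation was 0.667. These are correlations across genes, and genes are not independent replicates. Rubisco activase (MD03G1086300), which keeps ribulose bisphosphate carboxylase active, had a log2 fold change of -1.92 over the 3 stages (standard error 0.21, adjusted p = 3.7e-06), beside the paper's protein log2 value of -0.916. Ferritin-4 (MD12G1178200) rose by 1.70 on the log2 scale (adjusted p = 2.3e-05), beside the paper's 0.614 for its protein.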

According to the cluster analysis, which was performed on the 119 DEPs and DEGs, we found that 110 of them showed a same trend, and the other 9 DEPs showed an opposite trend. Among the 110 proteins and genes with the same trend, 15 of them were up-regulated and 95 were down-regulated (Supplementary Figure S5, and Supplementary Table S5). 

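Of the 113 genes of Table S5 tested, 15 rose and 95 fell in bagged skin over the 3 stages, and 3 did not pass. Of the 15 that rose, all had more protein in the paper's table, and of the 95 that fell, 93 had less. That is by the protein values of Table S5. The paper's Table 4 gives the other direction for the proteins of MD03G1059200 (T/CK 0.67) and MD17G1092400 (1.42) and no change for that of MD17G1225100 (1.00). It also does so for MD00G1116600 (-0.494 in Table S5), whose RNA did not pass. On the log2 scale, 0.67 equals the Table S5 value of MD08G1009200 (-0.578) and 1.42 that of MD17G1225100 (0.506). Each of these genes stands in the next row of Table 4. The protein column of Table 4 thus looks moved up by a row, and its directions are not evidence against Table S5. A methyltransferase gene (MD06G1227300) rose by 2.38 on the log2 scale (standard error 0.31, adjusted p = 1.1e-05), beside the paper's protein log2 value of 0.757. The rise came at DAF150 (from 0.61 ± 0.22 to 124 ± 89 FPKM, SD, n = 3; log2 fold change 5.78), while at DAF30 and DAF60 it did not pass. An aldolase (MD10G1063600), an enzyme of sugar metabolism, fell by 2.43, beside the paper's -0.535. RNA fell and the paper's protein value was above 0 for 2 small heat shock proteins, MD15G1053800 (log2 fold change -1.13, the paper's protein 0.401) and MD07G1210400 (-0.81, the paper's protein 0.585).

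By stage, 1 gene rose at DAF30 and 112 did not pass, 10 rose and 87 fell at DAF60, and 13 rose and 81 fell at DAF150. After median centring, 17 rose and 34 fell at DAF60 and 14 rose and 75 fell at DAF150, and after quantile normalization the counts were 12 and 36, and 14 and 65. The study chose these genes by their change in these libraries, so the counts are not independent evidence of a direction. Camera called the list lower than the other genes over the 3 stages (adjusted p = 0.0107), and not with an estimated correlation (adjusted p = 0.730). Over the 3 stages, 15 rose and 57 fell after median centring, and 15 rose and 44 fell after quantile normalization.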

To better understand the function of these 119 DEPs and DEGs, we performed a KEGG enrichment analysis, and the results showed that 52 genes/proteins were annotated into 10 KEGG pathways (Figure 2H), including the metabolic pathways, biosynthesis of secondary metabolities, phenylpropanoid biosynthesis pathway, etc. There were 5 DEPs and DEGs in the phenylpropanoid biosynthesis, including 3 down-regulated genes, such as E3 ubiquitin-protein ligase UBR (UBR4, MD00G1116600), peroxidase (PRX, MD17G1092400), cinnamyl-alcohol dehydrogenase (CAD9, MD08G1009200), and 2 up-regulated genes, such as shikimate O-hydroxy cinnamoyl transferase (HCT, MD17G1225100), peroxidase (PRX, MD03G1059200) (Table 4). 

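Of the 5 genes of Table 4, 2 rose and 3 fell in bagged skin at DAF60, and at DAF150 2 rose, 1 fell and 2 did not pass. The HCT gene MD17G1225100, whose enzyme makes hydroxycinnamoyl esters on the way to monolignols, lies on chromosome 17 from 27370235 to 27376905. It rose from 120.2 ± 16 FPKM in CK2 to 250.0 ± 19 FPKM in T2 (SD, n = 3; log2 fold change 1.06, standard error 0.27, adjusted p = 0.0027) and from 124 ± 39 to 405 ± 64 FPKM at DAF150 (log2 fold change 1.74). MD00G1116600, which the deposited annotation describes as GDSL esterase/lipase At5g37690, fell from 35.8 ± 29.6 to 5.23 ± 1.3 FPKM at DAF60 (log2 fold change -2.17, adjusted p = 0.0065). Its log2 fold change over the 3 stages was -0.62 (adjusted p = 0.12) and did not pass, but it passed without CK2 replicate 3 (-0.88) or without CK3 replicate 3 (-0.79).

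In the combined comparison 2 of the 5 rose, 2 fell and 1 did not pass. At DAF30, 0 of the 5 passed in limma, and 0 had an unadjusted p under 0.05. The counts adjusted over the list alone were equal at each stage and over the stages. After median centring, 2 rose and 1 fell at DAF60 and over the stages, and after quantile normalization 1 rose and 1 fell at DAF60. These genes were picked by the study on these libraries and are not independent evidence of their direction. By the KEGG pathway, the paper proposes that the genes other than MD00G1116600 may act directly in lignin biosynthesis.

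**Figure D3:**
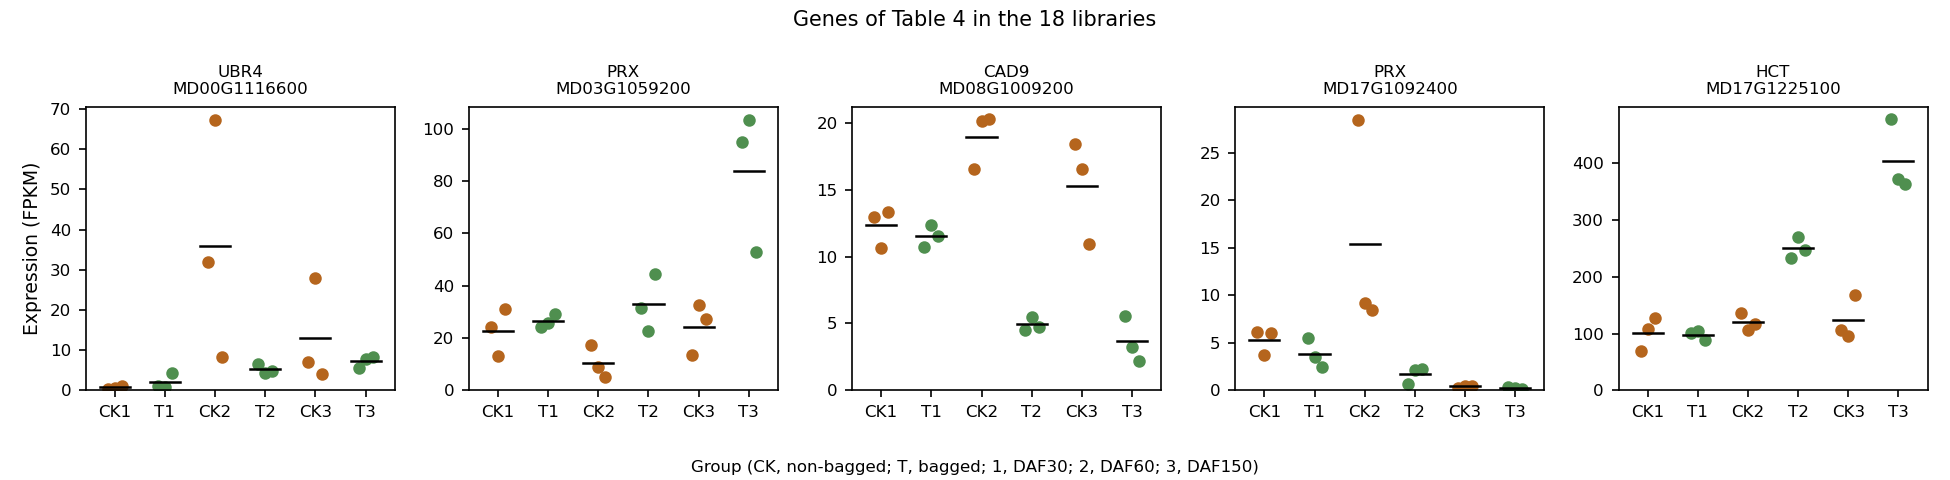
FPKM of the 5 genes of Table 4 in each of the 18 libraries, with a point per library and a black line at the mean of each group of 3. The bagged libraries lie above the unbagged ones for MD17G1225100 at DAF150 and for MD03G1059200 at that stage, and below them for MD08G1009200; the fall of MD08G1009200 over the stages did not pass after quantile normalization.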

Interestingly, except UBR4, the other 4 DEGs and DEPs may be directly involved in lignin biosynthesis. The result indicated that lignin related gene may affect the formation of apple russeting.

### 2.5. Identification of Transcription Factors Involved in Lignin Biosynthesis

In order to identify the transcription factors (TFs) involved in lignin biosynthesis of apple russeting, we conducted a targeted analysis of TFs from all identified genes and proteins. Totally 92 TFs (19 bHLH, 8 bZIP, 7 C2H2, 4 LIM, 18 MYB, 23 NAC, and 13 WRKY) were screened during the formation and development of fruit russeting (Figure 4A), among which there were 11 differentially abundant TFs, they were all up-regulated (Supplementary Table S6). 

According to the KEGG pathway, *HCT*, *PRX,* and *CAD9* may be directly involved in the regulation of lignin biosynthesis. In order to further search for the regulatory factors of these genes, we built a functional protein association network by using differentially abundant TFs and genes that mentioned above (Supplementary Table S6). The results showed that WLIM1 and MYB3 participated in the regulation of lignin biosynthesis related-genes, interestingly, WLIM1 acted directly on CAD9 (Figure 4B), which may catalyze the final step specific for the production of lignin monomers (KEGG pathway, ko00940). The results indicated that LIM TF may play a key role in the formation of apple russeting.

### 2.6. Quantitative Real-Time PCR Confirmation of Selected Genes

To validate the expression level of transcriptome and proteome in this study, 20 genes, including 5 genes of Table 4, 11 TF-encoding genes of Figure 4B, and 4 genes involved in suberin biosynthesis (MD07G1186300, MD10G1062300, MD11G1023100, and MD11G1272500) were selected for qRT-PCR analysis. 

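Of the 4 genes that the paper groups under suberin biosynthesis, all 4 fell in bagged skin at DAF150 and 3 of them also at DAF60. The 13S-lipoxygenase gene MD11G1023100, whose enzyme oxidizes fatty acids, fell from 26.6 ± 1.7 FPKM in CK2 to 0.73 ± 0.32 FPKM in T2 (SD, n = 3; log2 fold change -4.01, standard error 0.32, adjusted p = 6.2e-07). The sorbitol-6-phosphate dehydrogenase gene MD10G1062300, whose enzyme makes sorbitol phosphate, fell from 104 ± 57 FPKM in CK3 to 2.65 ± 0.73 FPKM in T3 (SD, n = 3; log2 fold change -4.69, standard error 0.33, adjusted p = 4.1e-08). The SRG1-like gene MD11G1272500 had log2 fold changes of -2.66 at DAF60 and -2.53 at DAF150, and the chalcone-flavonone isomerase gene MD07G1186300 had -0.79 (adjusted p = 0.025) and -1.98 (adjusted p = 4.3e-05).

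Of the 20 genes chosen for qRT-PCR, 9 were in the deposited table, these 4 and the 5 of Table 4, and the other 11 were not analysed here. Of the 9, 2 rose and 6 fell at DAF60 (2 and 3 after median centring, 1 and 3 after quantile normalization), 2 rose and 5 fell at DAF150, and 0 passed at DAF30, where 0 had an unadjusted p under 0.05. With the stages combined, 2 rose, 6 fell and 1 did not pass in limma, as they did when adjusted over the list alone. The study chose these genes on these libraries, so the counts are not independent evidence. After median centring and after quantile normalization, 2 rose and 4 fell over the stages.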

We used two reference genes to normalize our data, and the expression patterns detected by qRT-PCR for most of these 20 genes were consistent with those in the transcript and protein profiles, which indicated that our mRNA and protein data were reliable (Figure 5).

### 2.7. Functional Identification of MD15G1068200

Phylogenetic analyses showed that the protein sequences of MdLIM1 and NtLIM1 belong to the same branch (Supplementary Figure S6). Previous study have clearly shown that NtLIM1 regulated the related genes expression of lignin biosynthesis by binding to the PAL-box (CCA(C/A)(A/T)A(A/C)C(C/T)CC) in tobacco [25], so we predicted that MdLIM1 had similar function with NtLIM1. Then we carried out an EMSA test to verify the ability of MdLIM1 to combine PAL-box element, the results showed that MdLIM1 was capable of binding to the PAL-box like (CCACTTGAGTAC) element (Figure 6A), which indicated it was potentially involved in lignin biosynthesis.

To further determine whether MdLIM1 promotes or inhibits the related genes expression of lignin biosynthesis. We performed luciferase reporter assays in *Nicotiana benthamiana* leaves. The results showed that the agrobacterium co-injection of MdLIM1 and *MdPAL* promoter led to a significant decrease in reporter gene expression, relative to the promoter alone, suggesting that MdLIM1 transcription factors modulate the expression of lignin related genes and further affect the synthesis of lignin (Figure 6B).

## 3. Discussion

### 3.1. Histologic Change of Russeted Skin

The studies on apples and pears had proven that bagging can significantly reduce the occurrence of fruit russeting [26]. In this study, we found that apple russeting was reduced extremely after bagging, which might be due to the change of epidermal structure [27,28]. Skin crack was the morphological basis of fruit russeting formation, and the waxy layer and cuticle acted as the outer layers of the apple peel to protect the epidermal structure from breaking down [29]. Through SEM experiment, we observed the cracks of russeted fruit skin became gradually deeper with fruit development, then the structural feature produced powerful conditions for the formation of fruit russeting. The non-russeted fruit skin showed minor microcracks because the bagged fruits had a greater toughness on the surface. We also found that the non-russeted fruit had a thicker waxy layer and larger epidermal cells, and the waxy layer distributed uniformly and the epidermal cells were tightly arranged in a regular pattern when comparing with the russeted fruit.

### 3.2. Changes in Related Genes of Lignin Biosynthesis

Although the morphology of the fruit russeting formation is well understood, the knowledge on the genetic level remains unclear to this moment. Legay et.al [20] revealed abundant cell wall-related DEGs involved in stress response signals and regulatory mechanism in russet and waxy apples, which may lead to the synthesis and deposition of suberin. 

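Genes of cutin, suberine and wax biosynthesis outside Table 2 also changed in bagged skin. The omega-hydroxypalmitate O-feruloyl transferase gene MD06G1137500 fell from 25.2 ± 14 FPKM in CK2 to 3.82 ± 2.0 FPKM in T2 at DAF60 (SD, n = 3; log2 fold change -2.35, standard error 0.54, adjusted p = 0.0013), and the CYP86A1-like gene MD11G1079600 fell from 27.8 ± 18 to 4.45 ± 0.23 FPKM (log2 fold change -2.10, adjusted p = 0.0049). The wax ester synthase gene WSD1-like (MD02G1104100) fell at DAF60 and DAF150, with log2 fold changes of -1.93 and -1.81. CYP86A8 (MD01G1064900), a cytochrome P450 of the family that hydroxylates fatty acids, rose from 3.91 ± 0.31 to 13.4 ± 4.1 FPKM at DAF60 (log2 fold change 1.52). These 4 genes were singled out after their values were seen.

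The authors' annotation placed 17 genes of the deposited table in this pathway, and 13 were tested, the 5 of Table 2 among them. Of the 13, 3 rose and 10 fell at DAF60, 2 rose and 3 fell at DAF150, and at DAF30 1 rose and 12 did not pass in limma. Taken over the stages, 3 rose and 10 fell. After median centring and after quantile normalization alike, 3 rose and 3 fell at DAF60, and 3 rose and 2 fell over the stages. The genes come from a table that the study had selected on these libraries, so the list is not independent evidence of a direction.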

In current study, there were only 5 genes involved in biosynthesis of suberin, which may be the disadvantage of bagging compared to the comparison between fully-waxy and fully-russeted varieties [20]. However, related studies had shown that fruit russeting was closely related to the excessive accumulation of lignin, which suggested that lignin may play important roles in the formation of fruit russeting [30]. The biosynthesis of lignin involves various enzymes, including PAL, C4H, 4CL, HCT, coumaric acid 3-hydroxylase (C3H), cinnamyl CoA reductase (CCR), CAD, and POD [31]. In pears, some related enzymes activity of lignin biosynthesis was inhibited after bagging, such as PAL, 4CL, C4H, CAD, and POD, resulting in the inhibition of fruit russeting, indicating the related genes expression had changed [32]. 

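Among genes of lignin biosynthesis, most fell and a few rose in bagged skin at DAF60 in the values as deposited, though far fewer fell after median centring or quantile normalization. A laccase gene (MD04G1142300), of a family that oxidizes monolignols, fell from 15.3 ± 4.9 FPKM in CK2 to 0.36 ± 0.17 FPKM in T2 (SD, n = 3; log2 fold change -3.55, standard error 0.39, adjusted p = 1.0e-05), and laccase gene MD11G1057600 fell from 26.5 ± 23 to 2.22 ± 0.23 FPKM (log2 fold change -2.61). At DAF150, laccase gene MD04G1147700 rose from 1.50 ± 1.8 to 21.5 ± 22 FPKM (log2 fold change 2.94, adjusted p = 2.3e-04), with 47.41, 7.21 and 9.88 FPKM in T3 replicates 1, 2 and 3. Secondary wall and vascular genes moved with it, with a median of 17.35, 3.12 and 5.09 FPKM in these libraries, so a difference in vascular tissue between the samples stays open. Caffeic acid 3-O-methyltransferase-like genes, whose enzymes add methyl groups to lignin precursors, had log2 fold changes of -2.26 (MD15G1409700), -2.23 (MD07G1161100) and -2.16 (MD01G1089800) at DAF60, while MD07G1300900 had 0.84. These 4 were singled out after their values were seen.

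Of 15 general phenylpropanoid and monolignol enzymes, picked by their descriptions, 1 fell at DAF30, 3 rose and 12 fell at DAF60, and 2 rose and 2 fell at DAF150. Of 18 peroxidases and laccases, 1 fell at DAF30, 3 rose and 12 fell at DAF60, and 5 rose and 3 fell at DAF150. At DAF60, 3 of the first list rose and 4 fell after median centring and 2 rose and 6 fell after quantile normalization, and of the second list 4 rose and 2 fell, and 3 rose and 3 fell. Adjusted over the list alone, the counts were equal except that 0 phenylpropanoid genes passed at DAF30, where 1 had an unadjusted p under 0.05 in limma. In the comparison over the 3 stages the first list had 3 higher and 12 lower and the second 6 and 10. After median centring these were 3 and 3, and 7 and 1, and after quantile normalization 3 and 2, and 7 and 4. Both lists count only genes that the study selected on these libraries and are not independent evidence.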

In our study, the KEGG enrichment analysis showed that biosynthesis of PAL, HCT, CAD, PRX, and some other enzymes may be involved in lignin biosynthesis pathways, and genes associated with these enzymes were up/down-regulated, suggesting that the transcription levels of these genes had changed after bagging. 

Among these enzymes of the lignin biosynthesis pathway, PAL was regarded as a marker enzyme for the beginning of lignification [33]. In *Arabidopsis thaliana*, 4 *PAL* members were all expressed in the inflorescence stalk with high content of lignified cells [34]. In the *pal* mutant *Arabidopsis thaliana* plant, PAL enzyme activity and lignin content were both reduced significantly [35]. 

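The phenylalanine ammonia-lyase (PAL) gene MD04G1096200, whose enzyme takes phenylalanine into the phenylpropanoid pathway, lies on chromosome 4 from 17723731 to 17727188 of GDDH13 v1.1. It fell in bagged skin at DAF30, from 37.2 ± 1.7 FPKM in CK1 to 9.29 ± 3.3 FPKM in T1 (SD, n = 3; log2 fold change -1.94, standard error 0.59, adjusted p = 0.037). This call was lost without CK1 replicate 1 or 2 or any of the T1 replicates, with a pseudocount of 0.1 or 0.01, with no filter on low values and after quantile normalization. The standard error is pooled over all 6 groups and does not measure the spread at DAF30 alone. At that stage the libraries did not overlap, with 35.34 to 38.59 FPKM in CK1 and 6.06 to 12.66 FPKM in T1. At DAF60 it fell from 17.8 ± 14 to 4.28 ± 4.3 FPKM (log2 fold change -1.86, standard error 0.59, adjusted p = 0.0100), a call that did not hold after median centring. The libraries of DAF60 overlapped, with 7.47 to 33.87 FPKM in CK2 and 1.36 to 9.16 FPKM in T2. At DAF150 the values were 12.5 ± 11 and 5.56 ± 0.25 FPKM, a log2 fold change of -0.70 that did not pass (adjusted p = 0.38 in limma). The log2 fold change over the 3 stages was -1.50 (adjusted p = 0.00101), and after quantile normalization it was -0.63 and did not pass. The difference between stages was not past the threshold (adjusted p = 0.96 for DAF60 against DAF30 and 0.24 for DAF150 against DAF30).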

In our transcriptome data, one *PAL* gene (MD04G1096200) was significantly down-regulated, indicating that the biosynthesis of lignin may be inhibited. Also, one down-regulated *HCT* gene was screened in our transcriptome data, and studies have shown that inhibiting the expression of *HCT* gene leads to changes of lignin contents of *Arabidopsis thaliana* and *Nicotiana tabacum*, indicating that *HCT* involved in the biosynthesis and transformation of lignin monomer [36,37]. 

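The shikimate O-hydroxycinnamoyltransferase (HCT) gene MD17G1157600 fell in bagged skin at DAF60, from 4.81 ± 3.1 FPKM in CK2 to 0.567 ± 0.11 FPKM in T2 (SD, n = 3; log2 fold change -1.74, standard error 0.41, adjusted p = 0.0016), a call that median centring removed. It lies on chromosome 17 from 15195926 to 15198915. At DAF30 the means were 0.0733 ± 0.061 and 0.22 ± 0.19 FPKM (log2 fold change 0.17, adjusted p = 0.96) and at DAF150 3.39 ± 3.1 and 0.97 ± 0.35 FPKM (log2 fold change -0.94, adjusted p = 0.074), and neither passed in limma. The T/CK difference changed between DAF30 and DAF60 (log2 difference -1.91, adjusted p = 0.018). Both DAF30 means lay near 0 FPKM, where log2(FPKM + 1) holds T/CK near 0. Over the 3 stages it fell by 0.83 on the log2 scale (adjusted p = 0.0045), which did not pass after median centring, after quantile normalization or with no term for the stage.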

Besides, In *Arabidopsis thaliana AtCAD4/AtCAD5* mutants, the lignin content of the stem was significantly reduced by 94%, suggesting that *AtCAD4* and *AtCAD5* were related to lignin biosynthesis [38]. 

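Cinnamyl-alcohol dehydrogenase reduces cinnamaldehydes to monolignols, and 3 genes named for it fell in bagged skin at DAF60. MD08G1009200, described as probable cinnamyl alcohol dehydrogenase 6 and on chromosome 8 from 678733 to 684320, fell from 19.0 ± 2.1 FPKM in CK2 to 4.93 ± 0.48 FPKM in T2 (SD, n = 3; log2 fold change -1.75, standard error 0.28, adjusted p = 8.8e-05). At DAF150 it fell from 15.3 ± 3.9 to 3.68 ± 1.7 FPKM (log2 fold change -1.83, adjusted p = 5.5e-05). MD01G1042500 and MD01G1042800, neighbours on chromosome 1 that the deposited annotation describes as probable mannitol dehydrogenase, had log2 fold changes of -1.72 and -1.22 at DAF60 (adjusted p = 7.1e-04 and 0.0014), and neither was called at that stage after median centring. At DAF150 MD01G1042500 had a log2 fold change of -1.01 (adjusted p = 0.033) and MD01G1042800 one of -0.60 (adjusted p = 0.103).

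At DAF30 the adjusted p in limma was 0.999 for MD08G1009200, 0.52 for MD01G1042500 and 0.36 for MD01G1042800. Combined log2 fold changes over the 3 stages were -1.22, -1.07 and -0.76 in that order. The first did not pass after quantile normalization (-0.37), and the falls of MD01G1042500 (-0.44) and MD01G1042800 (-0.13) did not pass after median centring.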

Here we found three down-regulated *CAD* genes (MD01G1042500, MD01G1042800 and MD08G1009200) in the data of transcriptome and correlation analysis, estimating that *CAD* may be involved in the formation process of fruit russeting. Furthermore, POD/PRX is indispensable in the process of polymerization lignin monomers into lignin macromolecules [39]. Studies have reported that silencing *PrxA3a* gene leads to lignin reduction in aspen [40], and overexpressing *FaPOD27* obviously increased lignin content in strawberry [41,42]. 

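Peroxidases oxidize monolignols to radicals that join into lignin. The peroxidase gene MD17G1092400 (chromosome 17 from 7730960 to 7732680) fell in bagged skin at DAF60, from 15.3 ± 11 FPKM in CK2 to 1.71 ± 0.87 FPKM in T2 (SD, n = 3; log2 fold change -2.45, standard error 0.39, adjusted p = 8.5e-05), while at DAF150 the means were 0.423 ± 0.11 and 0.22 ± 0.1 FPKM (log2 fold change -0.22, adjusted p = 0.73 in limma). The peroxidase 4-like gene MD03G1059200 (chromosome 3 from 4774413 to 4776918) rose from 10.5 ± 6.2 to 32.9 ± 11 FPKM at DAF60 (log2 fold change 1.65, standard error 0.44, adjusted p = 0.0032) and from 24.4 ± 9.9 to 83.7 ± 27 FPKM at DAF150 (log2 fold change 1.77). At DAF30 neither passed, with an adjusted p of 0.68 for MD17G1092400 and 0.900 for MD03G1059200. Over the 3 stages MD17G1092400 fell by 1.03 on the log2 scale, but the log2 fold change of -0.40 after median centring did not pass, and neither did the change with no term for the stage.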

We found two *PRX* genes in the data of correlation analysis, indicating that they may play important roles in the synthesis of lignin during the formation of fruiting russeting [42].

### 3.3. Proteome and Transcriptome Correlation Analysis

In the correlation analysis of transcriptomics and proteomics, more than 97% of proteins identified in iTRAQ proteome analysis were also covered by the transcriptomic analysis, while ~2% protein were identified only by iTRAQ, suggesting that iTRAQ and RNA-seq analysis are complementary in analyzing candidate proteins involved in specific physiology advances, such as formation of russeting in “Golden Delicious” apple. Many studies also showed that iTRAQ is more inclined to evaluate differences between low-abundance proteins and to find unknown or only suspected core protein complex members [43,44]. Previous studies have also demonstrated that the degree of correlation between the transcriptome and the proteome is generally low [45,46]. When the same or opposite expression trends of DEGs and DEPs data were analyzed in the study, the transcriptome and proteome exhibited a relatively lower correlation (r spearson = 0.36). One possible explanation for this result is that these proteins are transcribed, translated, and modified after translation, resulting in changes in proteins that are not always consistent with RNA expression. In addition, a comparative analysis of the DEGs and DEPs revealed only a small overlap between the transcriptome and proteome levels. 

### 3.4. Regulatory Factors of Lignin Biosynthesis Related Genes

In the past decade, many transcription factors of MYB family had been found to be involved in the lignin biosynthesis and their functions had been verified [47], including transcription factors that promote lignin synthesis, such as PtMYB1 [48], PtrMYB3 [49], AtMYB46, and AtMYB63 [50]. On the contrary, AtMYB4 and AtMYB32 [51], as well as EgMYB1 [52] were inhibitors of lignin biosynthesis. EMSA revealed that the AC elements contained in the promoter of related genes in the lignin anabolism pathway were consistent with the binding motif of MYB transcription factor, such as ACI (ACCTACC), ACII (ACCAACC), ACIII (ACCTAAC), PAL-box or H box (CCTACC(N)7CT), and were necessary to activate the genes like *PAL*, *4CL*, *C3H*, *CCR,* and *CAD*, etc. [34,51,52,53]. In this study, three *MYB* TF-encoding genes (MD15G1051000, MD02G1186900, and MD11G1007500) were up-regulated during the formation of apple russeting, showing that these *MYB* genes maybe upstream responsive genes in the lignin biosynthesis pathway.

However, MYB TF is not the only kind of transcription factor regulating the lignin biosynthesis pathway. For example, LIM transcription factors are also involved in lignin biosynthesis [54]. NtLIM1 in tobacco regulated the expression of *PAL*, *4CL*, and *CAD* genes, and the content of lignin decreased by about 30% after the antisense expression of *NtLIM1* [25]. The overexpression of *GhLIM1* in cotton increased the lignin content in the xylem by ~45% compared with the wild type, and played a regulatory role in the expression of key enzymes in the lignin biosynthesis pathway such as PAL, 4CL and CAD, indicating that *GhLIM1* promoted the synthesis of lignin [55]. SbLIM1 could bind to related-genes that contained PAL-box element, and the lignin content of overexpressed *Arabidopsis thaliana* plants showed a significant down-regulated trend compared with the wild type, indicating that the expression levels of related-genes involved in lignin biosynthesis were inhibited [54]. In the current study, through the functional protein association network analysis we found LIM TF had a direct interaction relationship with CAD9, and further phylogenetic analysis showed MdLIM1 was closely related to NtLIM1, indicating that it may also be involved in the lignin biosynthesis in apple russeting. The EMSA test revealed that MdLIM1 can combine to PAL-box element, indicating that it can regulate the expression of related-gene. Further luciferase reporter assays proved that MdLIM1 inhibited the expression of *MdPAL* gene through combining with PAL-box like element. 

## 4. Materials and Methods

### 4.1. Plant Materials

Fruits of “Golden Delicious” apple were collected in 2018 from the Liaoning Institute of Pomology of Xiongyue (40°10′ N, 122°07′ E; elevation 15 m), Liaoning province, China. The trees were 8 years old and their growing potential were almost identical without pests and diseases. The apples were bagged at DAF 20 according to Sun [56], 100–150 exposed fruits per tree were selected for the control group (short for CK), and 50 well fruits were bagged with light impermeable double layer (the outer layer is yellow outside and black inside, and the inner layer is red) paper bags 1202 KM-2 (KOBAYASHI (QINGDAO) CO., LTD, Qingdao, China) for the treatment group (short for T). Three trees were used as replicates for each group. Then collected samples at DAF 30, DAF 60, and DAF 150. In these three sampling periods, DAF30 and DAF60 were the two high outbreak period of apple russeting, and DAF 150 was the fruit ripening stage. The samples were marked as CK1 and T1, CK2 and T2, CK3, and T3, respectively. 

All three fruits of each sample were peeled and mixed according to Legay et. al. [20], then directly flash-frozen in liquid nitrogen and stored at −80 ℃ immediately prior to RNA and protein extraction. The experiments of RNA and protein were repeated for three biological samples from three differential stages.

### 4.2. Scanning Electron Microscope for Epidermis Structure

For SEM analysis, segments of the fruit skin were excised from russeted and non-russeted, as described previously [16]. The segments were first fixed using fixation G1102 (Servicebio, Wuhan, China) for more than 2 h and moved the segments into 1.0% osmic acid with 0.1 M phosphate buffer at room temperature 2 h for further fixation. The dehydration was performed with the different concentration ethanol, and a Critical Point Drying (Quorum K850, East Sussex, England) was used to dry the samples. Finally, placed the samples tightly on the conductive carbon film double-sided adhesive and put them into the sample table of the ion sputtering instrument (MSP-2S, IXRF, Shanghai, China) for metal spraying ~30s. Observed images with a SEM (SU8010, HITACHI, Tokyo, Japan).

### 4.3. Light Microscopy for Epidermis Cell

The segments selected method for LM was the same as described above for SEM. The segments were first fixed using FAA (G1103, Servicebio, Wuhan, China), then dehydrated and infiltrated by paraffin. After that, process tissue samples in melted paraffin in cassettes and cut 4 µm sections using Leica RM2016 microtome (Leica, Shanghai, China). The sections were dyed by SafraninO-Fast Green Staining solution (G1031, Servicebio, Wuhan, China) after deparaffinizing and hydrate to water. At last, the sections were dehydrated and mounted with resin. Sections were cut to a thickness of 3 μm and then observed images with a NIKON ECLIPSE E100 microscope (NIKON, Tokyo, Japan). The cutinized cell walls were red color and the cellulose cell walls were green color. The epidermal cell size was observed with a NIKON DS-U3 (NIKON, Tokyo, Japan), at least five biological replicates for each sample. The experiment of was repeated for three biological samples from three differential stages.

### 4.4. RNA Extraction and Sequencing

Total RNA was isolated from the fruit peel of eighteen samples of the three stages. RNA was extracted using the RNeasy Plant Mini Kit (Tiangen, Beijng, China) according to the manufacturer’s protocol. Ethanol precipitation protocol and CTAB-PBIOZOL (Bioer, Hangzhou, China) reagent was used for the purification of total RNA. Subsequently, total RNA was qualified and quantified using a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, Waltham, MA, USA). Limited RNA (more than 200pg, high-quality), was amplified with oligo-dT and dNTPs (KAPA HiFi HS RM, KAPA, MA, USA), incubated at 72 ℃ and immediately put back on ice, then reverse transcribed to cDNA based (Super script II reverse transcriptase, Invitrogen, CA, USA) or polyA tail. The template was switched to the 5’ end of the RNA and the full-length cDNA was generated by PCR. Agilent 2100 bioanalyzer instrument (Thermo Fisher Scientific, Waltham MA, USA) was used to determine the average molecule length of PCR product. Purified cDNA from previous steps was fragmented into small pieces with fragment buffer (5× First strand buffer, Invitrogen, CA, USA) by PCR, and the product was purified and selected by the Agencourt AMPure XP-Medium kit (Thermo Fisher Scientific, Waltham, MA, USA). cDNA was quantified by Agilent Technologies 2100 bioanalyzer. The double stranded PCR products undergo QC step was heat denatured and circularized by the splint oligo sequence. The single strand circle DNA (ssCir DNA) was formatted as the final library. The final library was quantitated in two ways in order to ensure the high quality of the sequencing data: Determined the average molecule length used the Agilent 2100 bioanalyzer instrument, quantified library used real-time quantitative PCR. Final library was amplified with phi29 (Thermo Fisher Scientific, MA. USA) to make DNA nanoball (DNB) which had more than 300 copies of one molecular DNBs were loaded into the patterned nanoarray. For each sample, the cDNA libraries were sequenced using a BGISEQ-500 System (BGI-Shenzhen, China). For each RNA sample, RIN value ≥ 6.5, A260/A280 ratio ≥ 1.8, and A260/A230 ratio ≥ 1.8. The read length of the BGISEQ-500 system was 100 bp [57].

The sequenced data were filtered and obtained clean reads, then mapped to the reference genome of *Malus × domestica* in GDDH13_v1.1 database (ftp://ftp.bioinfo.wsu.edu/species/Malus × domestica/) with Bowtie2 (http://bowtie-bio.sourceforge.net/Bowtie2/index.shtml). Then, compared clean reads to genome sequences using Bowtie2 and the gene expression levels were calculated by FPKM (fragments per kilobase million). Raw sequences have been deposited at the NCBI SRA database (SRA accession number: PRJNA560317), and Gene Expression Omnibus website (GEO, https://www.ncbi.nlm.nih.gov/geo, accession number: GSE136842). Gene annotation and functional assignments were performed based on the Nr, Swiss-prot, KEGG, and GO databases. The differentially expressed genes (DEGs) were defined by the fold change ≥2.00 and an FDR value ≤ 0.001. GO enrichment and KEGG pathway enrichment was performed to identify significantly enriched metabolic pathways for comparison with the whole genome background, according to the GO and KEGG annotation results and official classification, functional classification was conducted for the differentially expressed genes, respectively. Normally, the function of FDR ≤0.01 was considered as significant enrichment. For plant transcription factors, we used getorf to detect the ORF of unigene, and then used HMM search to compare ORF to the transcription factor protein domain (data from transcription factor), and then identified the ability of unigene according to the transcription factor family characteristics described by PlantTFDB (http://planttfdb.cbi.pku.edu.cn).

### 4.5. Protein Extraction, iTRAQ Labeling, and Mass Spectrometry Analysis

The plant materials used for the iTRAQ analysis were the same as those for RNA sequencing. Protein was extracted using a plant total protein extraction kit (PE0230, Sigma) following the manufacturer’s protocol. The quantitation of protein was determined by Bradford assay, and protein integrity was tested by 12% sodium dodecyl sulfate-polyacrylamide gel electrophoresis. The peptide labeling was performed with iTRAQ tags 113−121 (Supplementary Table S7) by iTRAQ Reagent 8-plex Kit (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol after the protein was digested by Trypsin Gold (Promega, Madison, WI, USA). The labeled peptides with different reagents were combined and desalted with a Strata X C18 column (Phenomenex) and vacuum-dried according to the manufacturer’s protocol. Then the peptides were separated on a Shimadzu LC-20AB HPLC Pump system coupled with a high pH RP column, and the eluted peptides are pooled as 20 fractions and vacuum-dried. Each fraction was resuspended and the supernatant was loaded on Thermo Scientific™ UltiMate™ 3000 UHPLC system equipped with a trap and an analytical column for testing. After that, the peptides separated from nanoHPLC were subjected into the tandem mass spectrometry Q EXACTIVE HF X (Thermo Fisher Scientific, Waltham, MA, USA) for DDA (data-dependent acquisition) detection by nano-electrospray ionization.

The raw MS/MS data is converted into MGF format by the corresponding tool, and the exported MGF files are searched by the local Mascot server against the database of *Malus* × *domestica* described above.

In addition, an automated software IQuant [58], was applied to the quantification of the labeled peptides with isobaric tags. All the proteins with a false discovery rate (FDR) less than 1% will proceed with downstream analysis including GO, COG/KOG, and Pathway. Then based on the “simple principle” (The parsimony principle), identified peptide sequences are assembled into a set of confident proteins. In order to control the rate of false-positive at protein level, a protein FDR at 1%, which is based on Picked protein FDR strategy [59], will also be estimated after protein inference (Protein-level FDR ≤ 0.01). The differentially expressed proteins (DEPs) were defined by the fold change ≥ 1.20, and Q-value < 0.05. And the mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [60] partner repository with the dataset identifier PXD014960.

### 4.6. Protein and RNA Correlation Analysis

To investigate the concordance between transcriptome and proteome levels during the three stages, a correlation analysis was performed from the expression and functional enrichment aspects. The expression ratios based on log2 fold change of DEGs and DEPs were defined as parameter of correlation analysis. Significant pathway enrichment was examined using the Pearson test and the *p*-value < 0.05. Main parameters table of correlation analysis were listed in the Table S9. Considering that bagging can also affect fruit color, phenolic compounds, anthocyanin biosynthetic, and regulation pathways, so we focus our research mainly on alterations in the exocarp cell wall in order to avoid interference factors.

### 4.7. Quantitative Real-time PCR Validation

The twenty genes that conjoint by the transcriptome and proteome were selected for validating gene expression by quantitative real-time PCR (qRT-PCR). All the primers were designed by online Primer-Blast software (https://www.ncbi.nlm.nih.gov/tools/primer blast/index.cgi?LINK_LOC= BlastHome) and synthesized by Genewiz Company (China). A total of 1.0 μg of RNA was used for synthesizing cDNA using a PrimeScript RT regent Kit with gDNA Eraser (TaKaRa, Japan) according to the manufacturer’s protocol. qRT-PCR was performed on the CFX96 ^TM^ Real-Time System (Bio-Rad Laboratories, USA) using the following cycling conditions: 95 ℃ for 3 min, and 40 cycles of 95 °C for 5 s, 58 °C for 30 s, 72 °C for 30 s, followed by a melting curve analysis. Each reaction mix contained 2.0 μL previously diluted cDNA (1:5), 12.5 μL TB Green Premix DimerEraser (Perfect Real Time) (TaKaRa, Japan), 7.5 mM of each primer, for filling a final volume of 25 μL using 9.0 μL RNase-free water. At least three biological replicates were performed for PCR amplification, and all of the primers are listed in Table S10. And the relative gene expression values were calculated using the 2^−ΔΔCt^ method, we used *Actin* (Forward primer: 5′-TGACCGAATGAGCAAGGAAATTACT-3′ and reverse primer: 5′-TACTCAGCTTTGCAATCCACATC-3′) and *18S rRNA* (Forward primer: 5′-GACGGATCGCACAGCCATC-3′ and reverse primer: 5′-GGATTGGGTAATTTGCGCGC-3′) as the housekeeping genes.

### 4.8. Functional Association Network

A lignin-related functional association network was built using the online software STRING (http://stringdb.org) from the TAIR code obtained from related genes of lignin biosynthesis (Supplementary Table S6). The confidence level of minimum required interaction score parameters was set at 0.3.

### 4.9. Phylogenetic Analysis

The sequences of LIM protein-coding gene from GDDH13 genome (https://iris.angers.inra.fr/gddh13/) and PLAZA database (https://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_dicots/), then the sequences was converted into amino acid sequences by SMS2 (http://www.detaibio.com/sms2/trans_map.html). Other LIM proteins of fourteen plants (*A. thaliana* (http://www.arabiodpsis.org), *G*. *hirsutum*. (http://mascotton.njau.edu.cn), *N. tabacum*, *C. sinensis* Osbeck, *E. globulus*, *F. ananassa*, *G. max*, *G. raimondii, M. truncatula, P. patens, S. bicolor, S. tuberosum, V. vinifera,* and *Z. mays* (https://phytozome.jgi.doe.gov/pz/portal.html). All of the amino acid sequences were used for a protein family clustering analysis. Used Clustal W [61] to perform the sequence alignments, and used MEGA 7.0 software [62] to construct phylogenetic trees with the neighbor-joining (NJ) method [63]. The bootstrap analysis was set to 1000 replicates. The amino acid sequences were in Table S8. 

### 4.10. Electrophoretic Mobility Shift Assay

The coding region of MdLIM1 (MD15G1068200) was cloned into the pGEX4T-1 vector at KpnI—SalI. The two primers were (5′-GGATCCATGGCATTTGCAGGAAC-3′ and 5′-GTCGACTCATATTTCAGCAGCAACTTC-3′). The recombinant vector was transformed into BL21 (DE3) for expression. The electrophoretic mobility shift assay (EMSA) was performed using the Light Shift Chemiluminescent EMSA Kit (#89880; Thermo Scientific), according to the manufacturer’s protocol. The unlabeled probes, biotin-labeled probes, and unlabeled mutant probes at the 3′ end were synthesized by Genewiz Co., Ltd. (Supplementary Table S10). The probe sequence came from PAL-box element (CCACTTGAGTAC) of *Arprxc2* of *Armorocia Rusticana*. The samples of protein-DNA complexes were separated on 6.5% acrylamide gels, and transferred to a nylon membrane, and signals were captured using ChemiDoc MP Imaging System (BIO-RAD).

### 4.11. Luciferase Reporter Assays in Nicotiana Benthamiana Leaves

The coding sequence of MdLIM1 (MD15G1068200) was cloned into the pRI101-AN vector at the BamHI—SalI sites, generated the reporter construct pRI101-AN: MdLIM1. The two primers (5′-GTCGACTCCTATTCCGAAGAAGGC-3′ and 5′-GGATCCGTTAATTACGAGAAACT GAAAAC-3′) were used for amplifying the promoter region (~1231 bp upstream of the start codon ATG) of *MdPAL* (MD04G1096200) (Supplementary Figure S7), and it was cloned into pGreenII 0800-LUC vector(came from The New Zealand Institute for Plant & Food Research Limited) at SalI—BamHI sites, resulting in the reporter construct pMdPAL:*LUC*. Two reporter constructs were transformed into *Agrobacterium tumefaciens* strain GV3101. The reporter construct pMdPAL:*LUC* was used as control, and the reporter construct pMdPAL:*LUC* and pRI101-AN:MdLIM1 co-injection were used as treatment. Infiltrating bacterial suspensions were infiltrated into young leaves of the 2-month-old *N. benthamiana* plants by a needleless syringe. After infiltration, plants were grown first under dark for 12 h and then with 16 h light/8 h dark cycle for 3 days at 25 °C. The leaves were sprayed with 100 mM luciferin and maintained under dark condition for 2 min. The LUC images were captured in a low-light cooled CCD imaging apparatus (Tanon 5200Multi, China). The experiments were repeated independently at least three times with similar results.

## 5. Conclusions

In this study, the DEGs and DEPs were identified during fruit russeting formation of “Golden Delicious” apple, and a correlation analysis based on transcriptomics and proteomics was carried out. Related-genes involved in phenylpropanoid and lignin biosynthesis pathway were significantly changed at three developmental stages. Furthermore, several transcription factors that regulated lignin biosynthesis correlated with apple fruit russeting formation. We also speculate that one apple LIM transcription factor will provide a valuable perspective on the molecular mechanisms controlling apple fruit russeting formation.

## Figures and Tables

**Figure 1:**
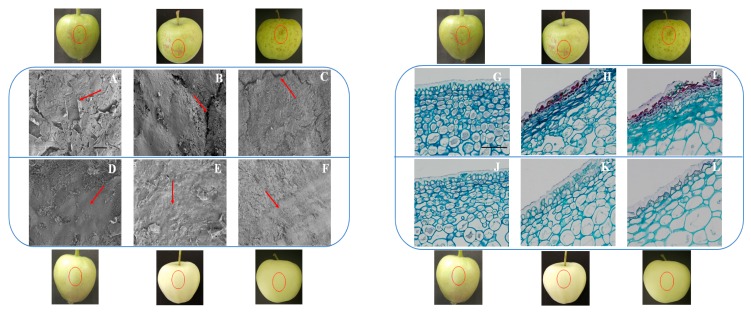
The structure and epidermal cells changes of the russeted and non-russeted fruit skin of “Golden Delicious” apple: (**A**) waxy layer microcracks and warped at 30 days after flowering (DAF30) (CK1); (**B**) “V”-shaped crack at DAF60 (CK2); (**C**) “V”-shaped crack became much longer and deeper at DAF150 (CK3); (**D**) waxy layer at DAF30 (T1); (**E**) waxy layer at DAF60 (T2); (**F**) waxy layer microcracks at DAF150 (T3); (**G**) waxy layer and epidermal cells at DAF30 (CK1); (**H**) the waxy layer broken, and first two epidermal cells ruptured with russeted compositions depositing (CK2); (**I**) the ruptured epidermal cells nearly to 10 layers at DAF150 (CK3); (**J**) waxy layer and epidermal cells at DAF30 (T1); (**K**) waxy layer became thicker and epidermal cells became larger at DAF60 (T2); (**L**) waxy layer became much thicker and epidermal cells became much larger at DAF150 (T3). A, B, C, G, H, I belonged to CK group, and D, E, F, J, K, L belonged to T group. Scale length was 50 μm.

**Figure 2:**
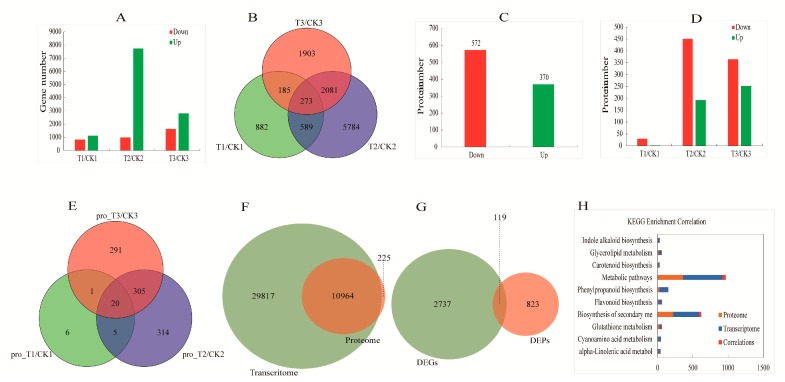
Analysis of differentially expressed genes (DEGs), differentially expressed proteins (DEPs) and correlations of comparative groups of “Golden Delicious” apple skin. (**A**) the statistics of DEGs of T1/CK1, T2/CK2, T3/CK3; and (**B**) venn diagram of DEGs in various comparative groups; (**C**) the statistics of DEPs of pro_T/CK; (**D**) the statistics of DEPs of pro_T1/CK1, pro_T2/CK2, pro_T3/CK3; and (**E**) venn diagram of DEGs in various comparative groups; (**F**) the venn diagram of the number of associations between proteome and transcriptome at the identification level; (**G**) the venn diagram of the number between DEGs and DEPs at difference level; (**H**) KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis of 52 DEGs and DEPs.

**Figure 3:**
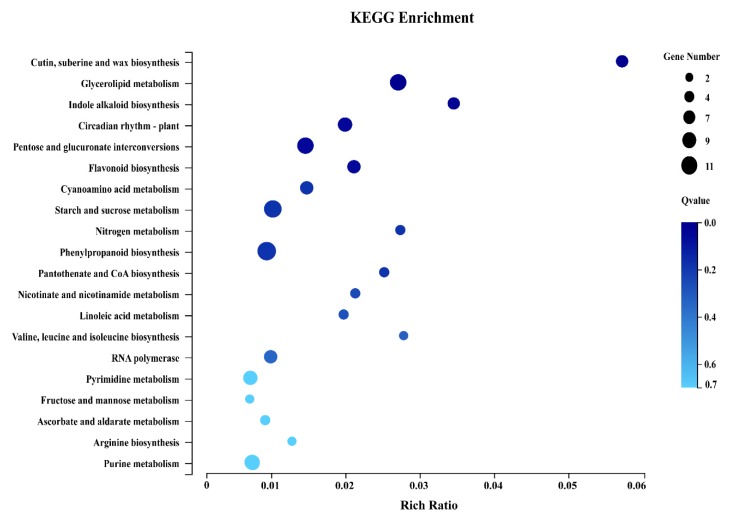
Bubble diagram of enrichment of KEGG pathway. *X* axis for the enrichment Ratio (selected genes concentrated annotation to a particular item number comments to this entry with this species the Ratio of the total number of genes, calculating formula for Rich thewire = Term Candidate Gene Num/Term Gene Num). *Y* axis to KEGG Pathway, the size of the bubbles represented annotation to a KEGG Pathway on the number of genes, color represents enrichment Qvalue value, the deeper the color represents the Qvalue value is smaller.

**Figure 4:**
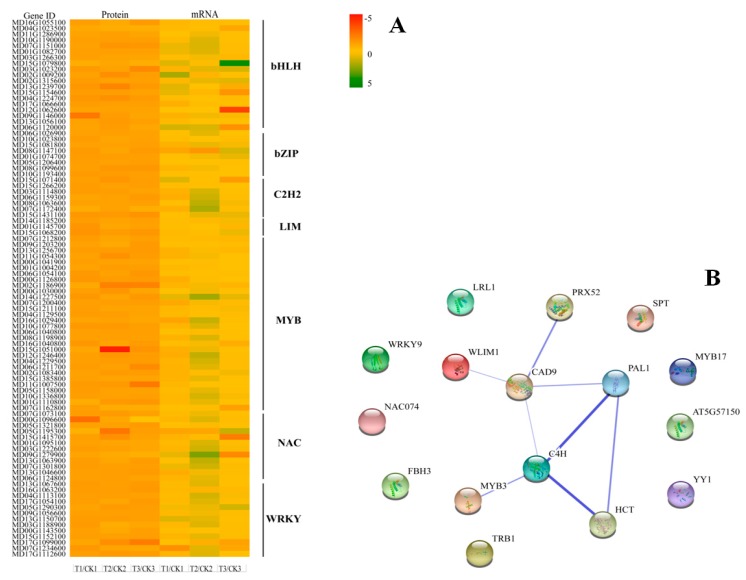
Identification of transcription factors (TFs) involved in lignin biosynthesis. (**A**) Analysis of identified TFs during fruit russeting formation and development of “Golden Delicious” apple. The relative changes in abundance of mRNA are shown using a log2 scale. (**B**) Lignin candidate genes interaction matrix performed in STRING using the TAIR accessions of PRX52, MD03G1059200; PAL1, MD04G1096200; CAD9, MD08G1009200; HCT, MD17G1225100; C4H, MD03G1051400; GATA type zinc finger transcription factor family protein (WLIM1, MD15G1068200); MYB-type transcription factor (MYB3, MD15G1051000; TRB1, MD02G1186900; MYB17, MD11G1007500); WRKY family transcription factor (WRKY9, MD17G1099000); Basic helix-loop-helix (bHLH) DNA-binding superfamily protein (AT5G57150, MD13G1239700; SPT, MD09G1146000; LRL1, MD04G1224700; FBH3, MD03G1023200); NAC domain containing protein (NAC074, MD05G1195300); Zinc finger (C2H2 type) family protein (YY1, MD15G1431100). Blue lines represent the gene interaction confidence (ranged from 0 to 1); thickest lines display confidence scores higher than 0.9, thinnest lines display confidence scores between 0.3 and 0.8.

**Figure 5:**
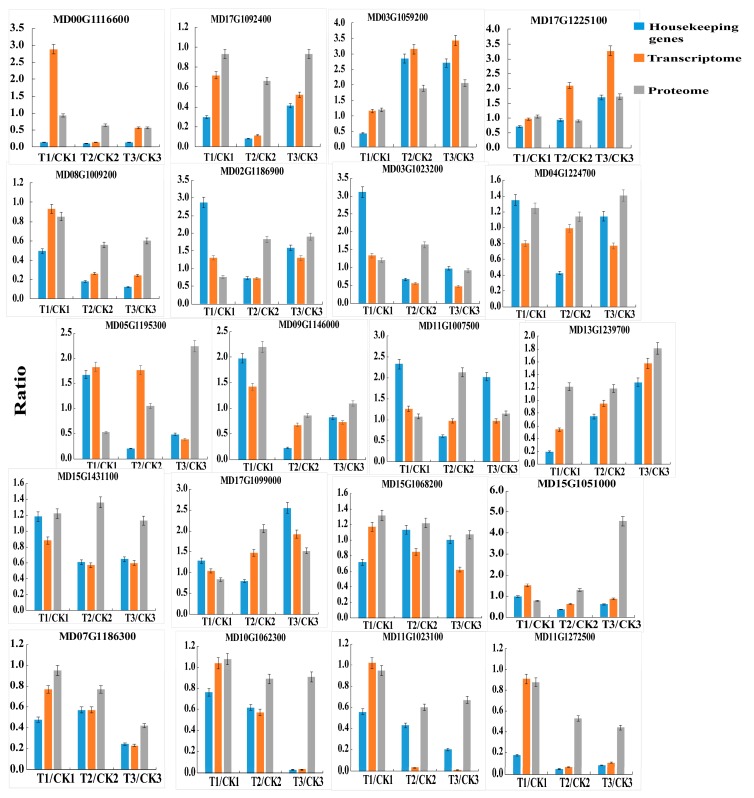
qRT-PCR validation of differential gene expression. The ratio of transcript and protein profiles were calculated by RNA-Seq and iTRAQ, respectively.

**Figure 6:**
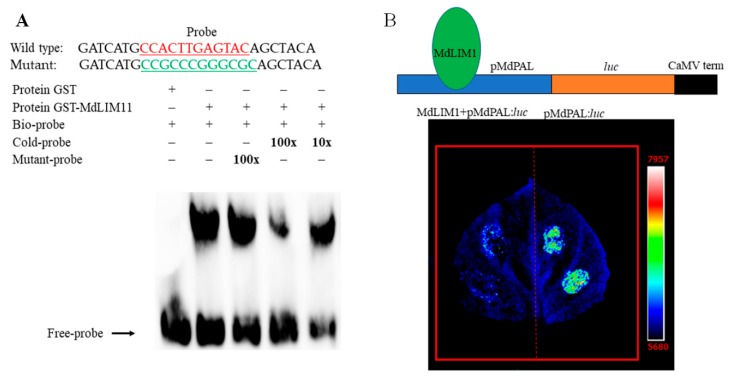
Functional Identification of MdLIM1. (**A**) MdLIM1 binds directly to the PAL-box element CCACTTGAGTAC. (**B**) Constructs and transient expression assays showed that MdLIM1 obviously inhibited the luciferase expression levels. Upper panel, the pMdPAL:luc construct backbone consists of the promoter from MdPAL (pMdPAL, blue box), luciferase ORF and cauliflower mosaic virus terminator (orange and black box). Luciferase image of Nicotiana benthamiana leaves 72 h after infiltration with the Agrobacterial strains containing MdLIM1+pMdLIM1:luc (left), and pMdLIM1:luc (right), respectively. The scale range was 5680 to 7957.

**Table 1:** Genes involved in phenylpropanoid biosynthesis during the formation of fruit russeting.

Gene ID	Gene Length (bp)	Log2(T/CK)	Description	Ko Number
MD01G1042500	2011	−2.41	CAD, cinnamyl-alcohol dehydrogenase [EC:1.1.1.195]	K00083
MD01G1042800	1779	−2.66	CAD, cinnamyl-alcohol dehydrogenase [EC:1.1.1.195]	K00083
MD02G1161000	2472	−2.02	PDA, phospholipid: diacylglycerol acyltransferase [EC:2.3.1.158]	K00679
MD03G1126700	5941	−1.39	PDC, pyruvate decarboxylase [EC:4.1.1.1]	K01568
MD04G1096200	3458	−1.81	PAL, phenylalanine ammonia-lyase [EC:4.3.1.24]	K10775
MD06G1194000	1697	−2.24	UBR4, E3 ubiquitin-protein ligase [EC:2.3.2.27]	K10691
MD11G1153800	3440	−1.56	PDA, phospholipid: diacylglycerol acyltransferase [EC:2.3.1.158]	K00679
MD11G1210200	1645	−2.72	UBR4, E3 ubiquitin-protein ligase UBR4 [EC:2.3.2.27]	K10691
MD11G1214800	2056	−1.86	PDA, phospholipid: diacylglycerol acyltransferase [EC:2.3.1.158]	K00679
MD12G1252500	2161	1.32	PDA, phospholipid: diacylglycerol acyltransferase [EC:2.3.1.158]	K00679
MD17G1157600	2990	−2.25	HCT, shikimate O-hydroxycinnamoyl transferase [EC:2.3.1.133]	K13065

**Table 2:** Genes involved in cutin, suberine, and wax biosynthesis during the formation of fruit russeting.

Gene ID	Gene Length (bp)	Log2(T/CK)	Log2(RAE/WAE)	Description	Ko Number
MD03G1073600	1904	−2.79	3.97	CYP86A1, long-chain fatty acid omega-monooxygenase [EC:1.14.14.80]	K15401
MD08G1058900	1808	1.67	-	HHT1, omega-hydroxypalmitate O-feruloyl transferase [EC:2.3.1.188]	K15400
MD09G1007600	1797	−2.23	-	HHT1, omega-hydroxypalmitate O-feruloyl transferase [EC:2.3.1.188]	K15400
MD13G1004700	2106	−2.84	4.75	CYP86B1, fatty acid omega-hydroxylase [EC:1.14.-.-]	K15402
MD17G1011500	1790	−2.27	-	HHT1, omega-hydroxypalmitate O-feruloyl transferase [EC:2.3.1.188]	K15400

Note: The values of Log2(RAE/WAE) come from reference PMID: 25786603.

**Table 3:** 20 differentially expressed proteins (DEPs) of comparative groups during the formation of fruit russeting.

Protein ID	Mass (kD)	Mean Ratio (T/CK)	Description	Ko ID
MD01G1205400	33.79	0.60	At4g11410, WW domain-containing oxidoreductase	K19329
MD02G1009300	53.71	0.67	At2g24270, glyceraldehyde-3-phosphate dehydrogenase (NADP+) [EC:1.2.1.9]	K00131
MD02G1157800	35.27	0.58	-, photosystem II oxygen-evolving enhancer protein 1	K02716
MD05G1122100	42.35	0.65	At1g68010, hydroxypyruvate reductase 1 [EC:1.1.1.29]	K15893
MD05G1209300	40.59	0.63	At3g14420, (S)-2-hydroxy-acid oxidase [EC:1.1.3.15]	K11517
MD08G1007200	16.92	0.67	-, plastocyanin	K02638
MD08G1168600	48.75	0.60	At5g08640, flavonol synthase [EC:1.14.20.6]	K05278
MD09G1050500	49.97	0.74	At5g39830, HtrA serine peptidase 2 [EC:3.4.21.108]	K08669
MD09G1252100	20.72	0.58	-, ribulose-bisphosphate carboxylase [EC:4.1.1.39]	K01602
MD09G1262800	41.17	0.65	At1g66430, fructokinase [EC:2.7.1.4]	K00847
MD10G1011900	19.93	0.59	At4g03520, thioredoxin 1	K03671
MD10G1195700	52.49	0.55	At3g14420, (S)-2-hydroxy-acid oxidase [EC:1.1.3.15]	K11517
MD14G1219000	41.45	0.69	-, chitinase domain-containing protein 1	K17525
MD15G1006300	16.86	0.72	-, plastocyanin	K02638
MD15G1222600	23.68	0.64	At3g26060, peroxiredoxin Q/BCP [EC:1.11.1.15]	K03564
MD15G1272500	35.24	0.53	-, photosystem II oxygen-evolving enhancer	K02716
MD15G1307200	56.88	0.53	At4g37930, glycine hydroxymethyl transferase	K00600
MD15G1421500	27.39	0.69	-, exocyst complex component 2	-
MD17G1020900	32.92	0.67	At4g24770, nucleolin	K11294
MD17G1132900	28.77	0.56	-, photosystem II oxygen-evolving enhancer	K02717

**Table 4:** Correlation analysis of differentially expressed proteins (DEPs) and differentially expressed genes (DEGs) related to lignin biosynthesis.

ID	Protein	Gene	Description	Ko ID
	T/CK	Log2(T/CK)		
MD00G1116600	1.72	−1.77	UBR4, E3 ubiquitin-protein ligase	K00679
MD03G1059200	0.67	1.31	PRX, Peroxidase	K00430
MD08G1009200	0.84	−1.21	CAD, Cinnamyl-alcohol dehydrogenase	K00083
MD17G1092400	1.42	−1.85	PRX, Peroxidase	K00430
MD17G1225100	1.00	1.12	HCT, Shikimate O-hydroxycinnamoyl transferase	K13065

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/18/4462/s1.

## Abbreviations

DAF	days after flowering
SEM	scanning electron microscopy
LM	light microscope
PAL	phenylalanine ammonia-lyase
CCR	cinnamyl CoA reductase
CAD	cinnamyl-alcohol dehydrogenase
POD	peroxidase
PRX	peroxidase
C4H	cinnamate hydroxylase
C3H	coumaric acid 3-hydroxylase
4CL	4-coumaric acid- CoA ligase
PDC	pyruvate decarboxylase
HCT	shikimate O-hydroxycinnamoyl transferase
PDA	phospholipid: diacylglycerol acyltransferase
DEGs	differentially expressed genes
DEPs	differentially expressed proteins
qPCR	Quantitative real-time PCR
iTRAQ	isobaric tags for relative and absolute quantitation
RNA-Seq	RNA sequencing
NR	NCBI non-redundant protein sequences
KEGG	Kyoto Encyclopedia of Genes and Genomes
Ko	KEGG ortholog
GO	Gene ontology
TF	transcription factor
HPLC	high-performance liquid chromatography
MS/MS	tandem mass spectrometry
NJ	Neighbor-joining

# Supplementary material for: An Integrated Transcriptome and Proteome Analysis Reveals New Insights into Russeting of Bagging and Non-Bagging “Golden Delicious” Apple
**Source:** Int J Mol Sci. 2019 Sep 10;20(18):4462. doi: 10.3390/ijms20184462
**Supplement:** Supplementary file 1

*
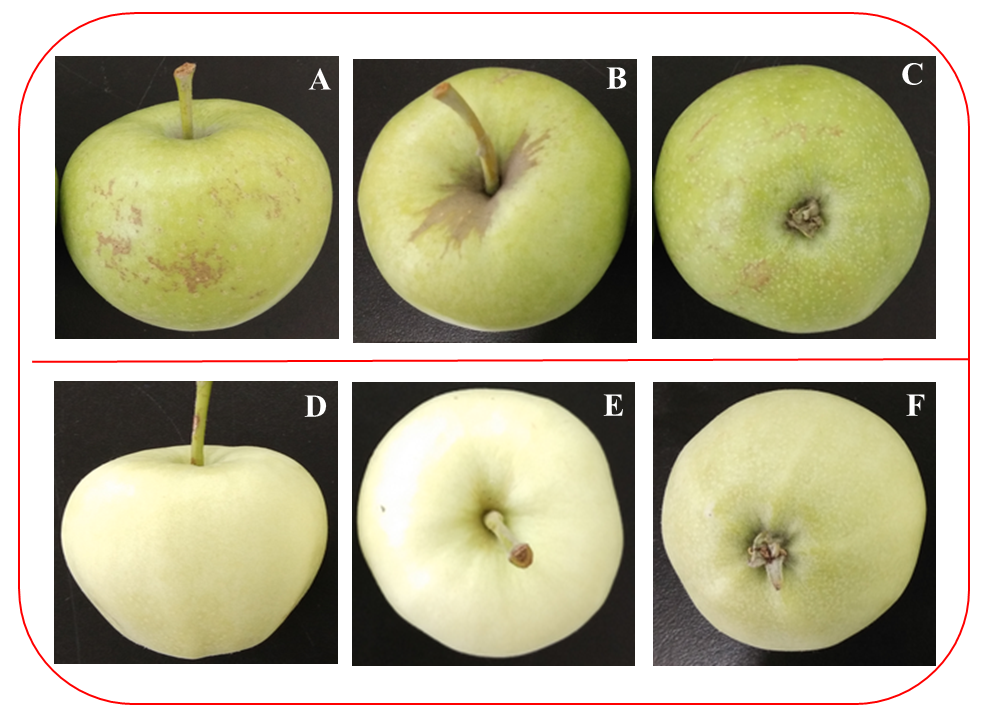
*

**Supplementary** **Figure 1.** The position of russeting in ‘Golden Delicious’ apple at DAF60: (A/D) stem hollow; (B/E) stalk; and (C/F) top of apple body. A, B, C belong to un-bagged fruits, shaort for CK group, and D, E, F belong to bagging fruits, shaort for T group.

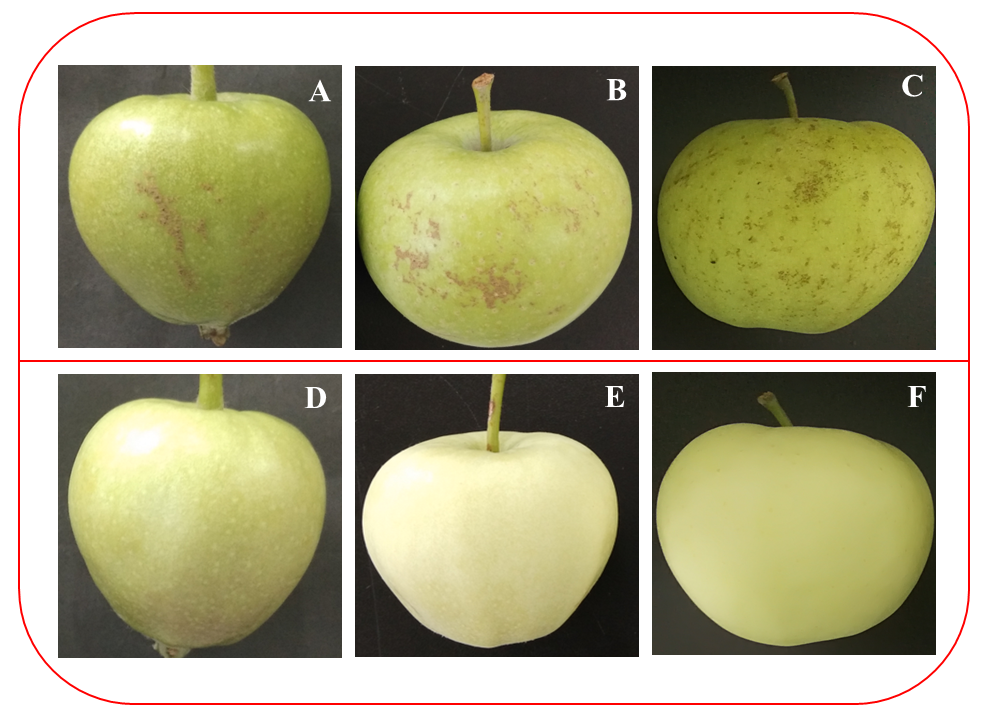

**Supplementary** **Figure 2.** The formation process of russeting in ‘Golden Delicious’: (A/D) DAF30; (B/E) DAF60; and (C/F) DAF150. A, B, C belong to CK group, and D, E, F belong to T group.

**Supplementary** **Figure 3.** Thickness of the wax layer and size of the epidermal cells: (A): thickness of the wax layer at DAF30, DAF60, DAF150 of T and CK, respectively; and (B) size of the epidermal cells at DAF30, DAF60, DAF150 of T and CK, respectively. The different small letters within the same column means significant difference at P<0.05.

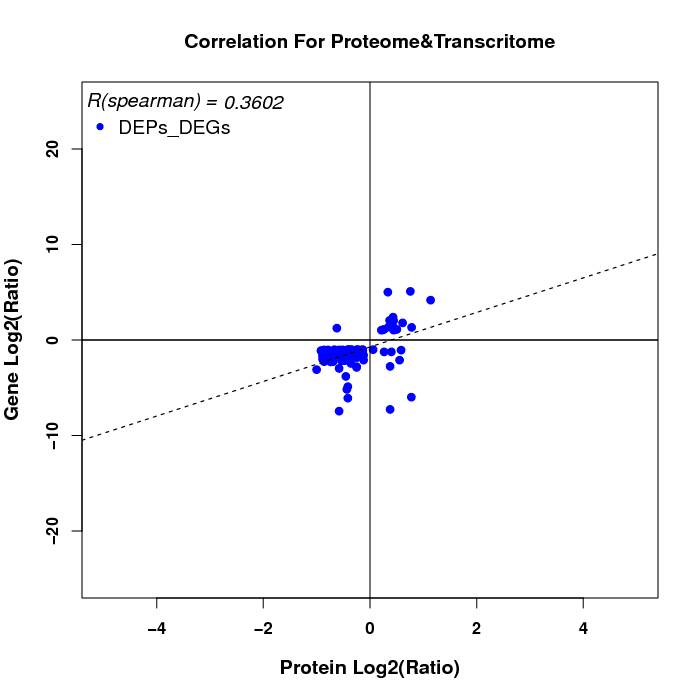

**Supplementary** **Figure 4.** The association diagram of DEGs and DEPs. R represents spearman correlation. The X-coordinate is the expression level of protein, and the Y-coordinate is the expression level of gene.

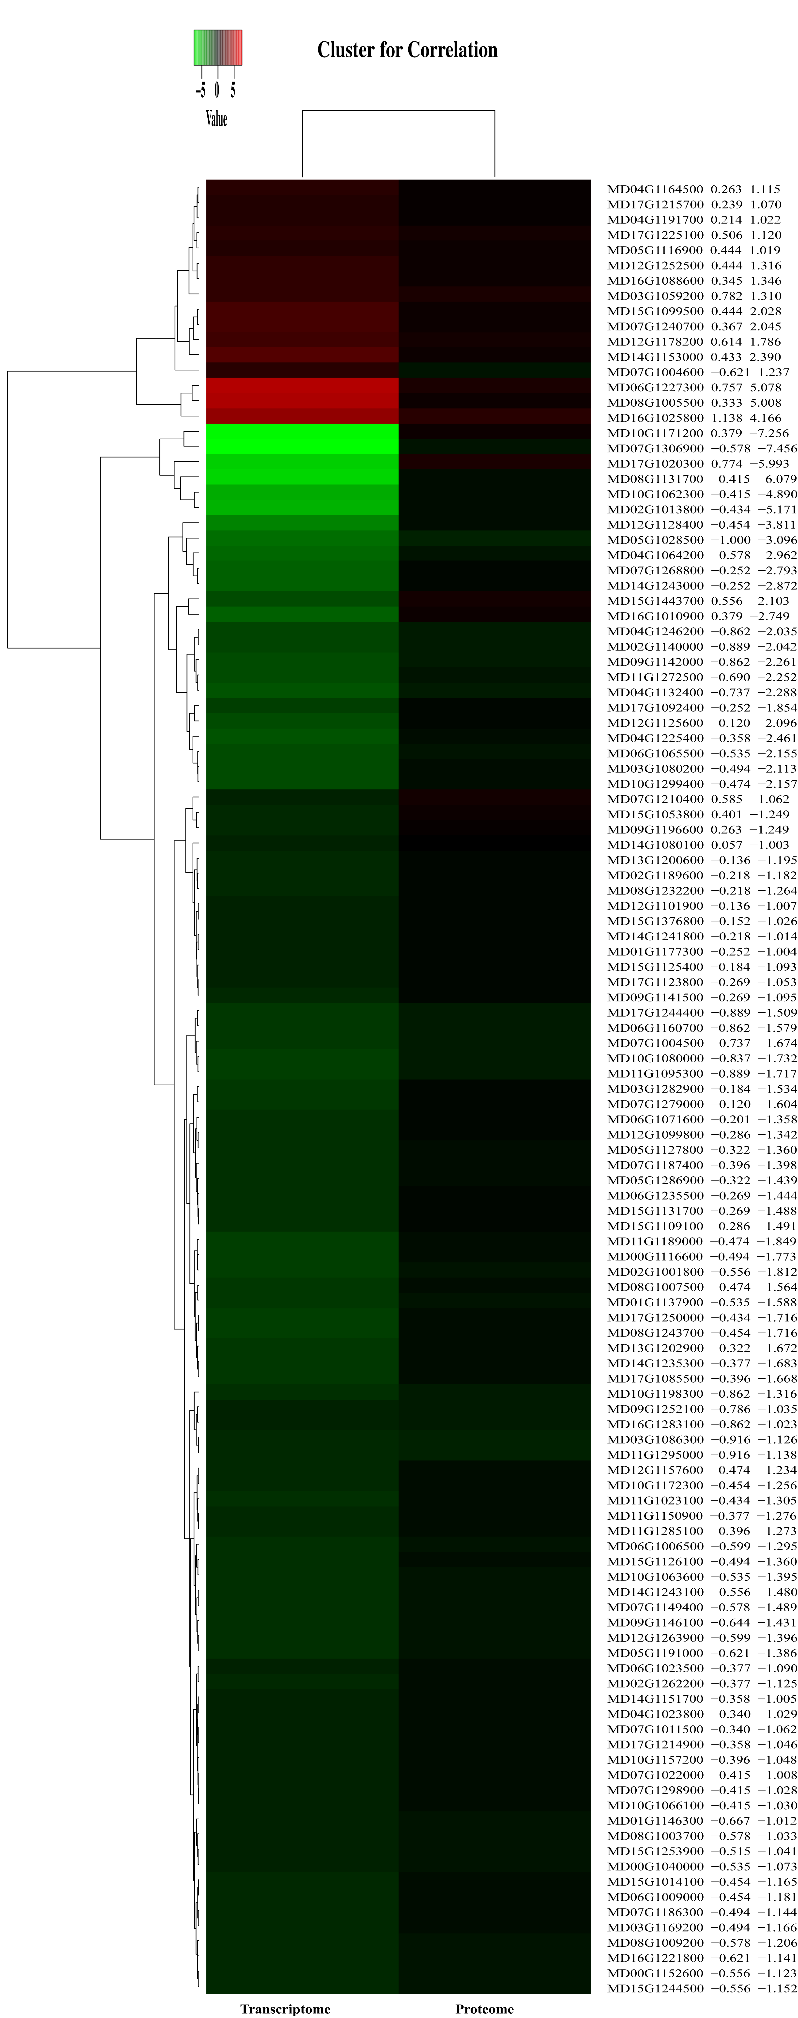

**Supplementary** **Figure 5.** Cluster analysis of quantitative DEGs and DEGs.

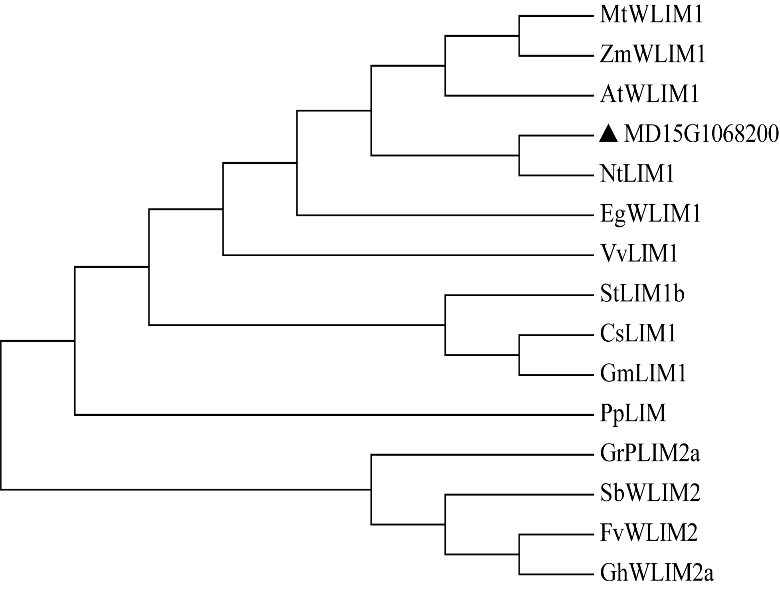

**Supplementary Figure 6. Phylogenetic analysis of LIM TFs.**

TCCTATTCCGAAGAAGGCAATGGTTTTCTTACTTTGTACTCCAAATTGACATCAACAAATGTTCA

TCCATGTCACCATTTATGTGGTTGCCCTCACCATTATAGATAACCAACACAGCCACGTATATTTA

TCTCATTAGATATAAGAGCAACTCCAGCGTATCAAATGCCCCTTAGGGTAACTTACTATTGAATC

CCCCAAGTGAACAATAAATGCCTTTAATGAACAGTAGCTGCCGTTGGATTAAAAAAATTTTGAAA

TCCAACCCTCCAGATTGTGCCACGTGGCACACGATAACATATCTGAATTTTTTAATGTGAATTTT

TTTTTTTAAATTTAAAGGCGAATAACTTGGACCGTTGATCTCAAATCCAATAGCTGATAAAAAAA

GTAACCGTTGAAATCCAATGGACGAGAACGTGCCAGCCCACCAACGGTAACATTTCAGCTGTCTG

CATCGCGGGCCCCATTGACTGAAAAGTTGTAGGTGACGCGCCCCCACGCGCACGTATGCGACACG

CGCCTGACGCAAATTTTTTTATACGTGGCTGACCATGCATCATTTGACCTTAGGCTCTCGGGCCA

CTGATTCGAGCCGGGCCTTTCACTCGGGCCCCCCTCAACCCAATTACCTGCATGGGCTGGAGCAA

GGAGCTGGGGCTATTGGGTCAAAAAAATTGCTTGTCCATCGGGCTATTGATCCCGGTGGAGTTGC

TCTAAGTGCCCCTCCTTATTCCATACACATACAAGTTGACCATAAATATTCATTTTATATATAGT

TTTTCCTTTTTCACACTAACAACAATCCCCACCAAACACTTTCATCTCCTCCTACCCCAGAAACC

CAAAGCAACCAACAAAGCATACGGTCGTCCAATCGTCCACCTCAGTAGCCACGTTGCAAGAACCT

PAL-box

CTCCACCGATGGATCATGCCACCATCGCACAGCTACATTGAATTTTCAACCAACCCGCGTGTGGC

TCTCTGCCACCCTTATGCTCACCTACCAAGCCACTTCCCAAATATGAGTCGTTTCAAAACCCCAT

TATA box

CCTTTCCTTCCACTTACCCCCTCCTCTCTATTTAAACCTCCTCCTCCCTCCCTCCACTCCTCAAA

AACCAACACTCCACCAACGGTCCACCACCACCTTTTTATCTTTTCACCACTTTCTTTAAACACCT

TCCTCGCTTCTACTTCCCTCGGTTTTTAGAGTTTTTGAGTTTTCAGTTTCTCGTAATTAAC

**Supplementary** **Figure 7.** Promoter analysis of MdPAL

How the deposited data were processed for this re-analysis (not part of the article)

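RNA-seq measured gene expression in the skin of "Golden Delicious" fruit that was bagged at DAF20 (T) or left unbagged (CK), at DAF30, DAF60 and DAF150, with 3 libraries in each of the 6 groups. Each sample pooled the skin of 3 fruits, and the paper gives 3 trees as the replicates of CK and of T. Whether the same trees were sampled at each stage is not given. The main model took all libraries as independent, so it does not allow for trees sampled more than once.

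The authors read 100 bp on the BGISEQ-500 platform, filtered the reads, mapped them with Bowtie2 to the GDDH13 v1.1 apple genome and gene set, and deposited FPKM per gene, rounded to 2 decimals. The version of Bowtie2, the tool that counted fragments and the test behind the p-values are not given in the sources used here. The deposited log2 ratios of T over CK, for all libraries and for each stage, were made by the authors with the replicates combined. The deposited p-values and q-values were likewise made by the authors for these comparisons. Every one of the 2856 genes in the deposited table has a log2 ratio of at least 1 in size and a q-value of at most 0.001 in the authors' comparison of all T with all CK libraries, so the table holds the genes they called and no others. The analysis had been planned for a table of all genes. On the selected table, adjusted p-values hold within the selected genes, a gene list is not independent evidence of its direction, scalings of the libraries by these genes are distorted, and no enrichment or genome-wide count can be computed. Of the 2856 genes, 152 are predicted new genes and 2654 have a description. All per-sample columns were matched to a sample (0 were not).

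The paper's Table S1 gives a mean of 10.78 Gb of clean bases per library. The number of fragments behind a value is not known from the deposited table. Among 124 short genes of low level, between 37.3% and 78.0% of the values of a library lay within 0.006 FPKM of whole steps, which did not fix the depth, so no counting interval or limit for a value of 0 was computed.

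Values were analysed as log2(FPKM + 1). The 1399 genes with an FPKM of at least 1 in at least 3 libraries were fitted with limma (version 3.58.1, with statmod 1.5.0, in R 4.3.3) in a model of 6 groups with 12 residual degrees of freedom, with a trend of the variance on the mean and robust moderation. T was compared with CK at each stage and as the mean of the 3 stage differences, and the stage differences were compared with one another. The stages were compared within CK and within T as well. Benjamini-Hochberg adjusted p-values were taken over the genes tested in each comparison. DEGs were called at an adjusted p of at most 0.001 and a fold of at least 2, as in the paper, and list members and differences between stages at an adjusted p of at most 0.05. Standard deviations are between the 3 libraries of a group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

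Gene lists came from the paper (Tables 1 to 4, Fig. 4B, Fig. 5, Table S5 and Table S6, 14 lists) and from keywords in gene descriptions (16 lists, for photosynthesis, carbon fixation and photorespiration, general phenylpropanoid and monolignol enzymes, peroxidases and laccases, suberin, cutin and wax, flavonoids, heat shock, circadian and light signalling, cell wall loosening, cell division, secondary wall and vascular tissue, starch and sugar, defence, dormancy, organelle and ribosomal RNA, and cytosolic ribosomal proteins). The 4 KEGG lists were added after the annotation was seen. The 20 lists with at least 5 genes tested were compared with the other genes by camera, with a preset correlation of 0.01 and with an estimated one, and by fry. The descriptions are best matches, some of them to genes of other species, and gene models that overlap may share reads. Among the named genes these are MD04G1031300, MD04G1031400 and MD04G1031500, MD04G1003000 with MD04G1003300 and MD04G1003400, MD07G1187000 with MD07G1187400, and MD01G1195300 with MD01G1195400. Counts of list members count such models separately. Members that overlap another member number 2 in each of the suberin, starch and sugar, heat shock, general phenylpropanoid and Table S5 lists, 5 in the defence list, 4 in the KEGG phenylpropanoid list and 2 in each of the KEGG starch and sucrose and glycerolipid lists.

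Named genes follow a fixed rule. It takes every gene that the paper names in Tables 1 to 4, the text, Fig. 4B and Fig. 5, with the LIM genes of Table S6, whose values in the paper's tables had been seen. For each comparison it takes the 10 largest rises and the 10 largest falls among DEGs whose T and CK libraries do not overlap, with a mean of at least 5 FPKM in the higher group and a description. For each keyword list it takes the 2 members with the largest and the 2 with the smallest change over the 3 stages. Genes named outside this rule are members of Table S5, of a pathway or of a list, and were chosen after their values were seen.

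The procedure was tested on simulated data of 1399 genes in which 200 genes were changed, with normal noise drawn independently for each gene. Each gene had 1 standard deviation for all groups, so the simulation does not cover genes whose spread differs between groups. Recovery was scored for changed genes whose simulated level stayed above the floor. A log2 change of 1 lies on the fold cut itself. At the DEG thresholds, a log2 change of 1, 2 and 3 was recovered for 7.02%, 70.0% and 85.4% of genes at DAF30, for 5.56%, 60.0% and 97.1% at DAF60, for 14.0%, 57.5% and 81.8% at DAF150 and for 31.1%, 97.5% and 100.0% over the 3 stages, and 0 unchanged genes were called. Alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, a minimum of 5 FPKM, median centring, quantile normalization, limma without a trend, the libraries of a stage alone, other thresholds, no term for the stage, a fold from arithmetic means, the replicate number as a block, and leaving out each library. Added after the data were seen were leaving out both CK2 replicate 2 and CK3 replicate 2 and using the p-values of the deposited comparisons. The proteome, the electron microscopy and the assays of transcription factor binding were not analysed here.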

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

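The tests of the differences among unbagged libraries in suberin genes and of the secondary wall genes were chosen after these results were seen. The tests of differences between stages, and the counts of other splits of the libraries, were planned.

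The effect of bagging differed between stages. By limma's test of the difference itself, T/CK changed at an adjusted p of at most 0.05 between DAF30 and DAF60 for 606 genes (86 more positive and 520 more negative at DAF60), between DAF60 and DAF150 for 270 (198 more positive and 72 more negative at DAF150) and between DAF30 and DAF150 for 483 (188 and 295). At the DEG thresholds the counts were 8, 22 and 89. Of 100 splits of the libraries, 8, 9 and 2 gave as many genes at an adjusted p of at most 0.05, the real one included, and the highest other splits gave 1071, 1115 and 720. Chance cannot be excluded by these counts for the first and second, and the third count rests on genes selected for a difference of T from CK. The other splits as large (7, 8 and 1) all kept CK and T of one stage whole, a structure of the samples, and splits that kept no stage whole gave at most 1, 1 and 0 genes.

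Among the genes of Table 1, the log2 T/CK at DAF60 minus that at DAF30 was -1.73 for MD02G1161000, -1.72 for MD03G1126700, -2.54 for MD06G1194000, -1.89 for MD11G1153800, -2.83 for MD11G1210200 and -1.91 for MD17G1157600, each past the test of the difference between stages. For MD11G1214800 the difference was 2.39 for DAF150 minus DAF60. In Table 2 the differences for DAF60 minus DAF30 were -3.41 for CYP86A1 (MD03G1073600), -1.98 for CYP86B1 (MD13G1004700), and -2.57 and -2.46 for the feruloyl transferase genes MD09G1007600 and MD17G1011500. In Table 4 the difference was -2.86 for MD00G1116600 (DAF60 minus DAF30), 2.22 for the peroxidase gene MD17G1092400 (DAF150 minus DAF60), and -1.75 for MD08G1009200 and 1.75 for the HCT gene MD17G1225100 (DAF150 minus DAF30). The genes of Tables 1 and 2 with a DAF60 minus DAF30 difference lay under 1 FPKM in the CK1 libraries. There log2(FPKM + 1) holds T/CK near 0, so these differences need not mean another effect of bagging at DAF30. The authors' log2 ratios of these genes at DAF30 were 1.02 to 1.73. MD11G1214800 and MD17G1092400 were likewise under 1 FPKM in the CK3 libraries.

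Groups of genes drawn up from descriptions also changed in bagged skin. Over the 3 stages, limma called 11 of 11 photosynthesis genes lower, 8 of 8 of carbon fixation, 10 of 11 of flavonoid biosynthesis, 13 of 15 heat shock genes, 4 of 4 of circadian and light signalling, 10 of 12 of cell wall loosening, 12 of 26 of defence (2 were higher) and 6 of 6 of starch and sugar metabolism. After median centring the lower counts were 6, 7, 7, 2, 1, 0, 5 and 2, and after quantile normalization 5, 6, 7, 0, 0, 0, 6 and 4. With either scaling some defence genes were higher (5 and 4), and median centring gave 1 higher gene each for carbon fixation, heat shock and wall loosening. The lists hold only genes that the study selected, and scaling by these mostly lower genes takes their common fall away by construction. Overlapping gene models make up 2 of the 6 starch and sugar genes, 2 of the 15 heat shock genes and 5 of the 26 defence genes.

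The stages differed within each condition. In CK, 200 genes were DEGs between DAF30 and DAF60 (155 higher and 45 lower at DAF60) and 410 between DAF60 and DAF150 (136 higher and 274 lower at DAF150). In T the counts were 69 (19 and 50) and 205 (116 and 89). In each case 1 of 10 splits, the real one, was as large, and the highest other gave 0 genes, or 1 for DAF150 against DAF60 in T. With 10 splits no share under 0.05 can be had. The splits of T against CK at DAF30, DAF60 and DAF150 were as few, with 1 of 10 as large and 0 genes in the highest other, beside 2, 436 and 281 DEGs. Over the 3 stages 1 of 100 splits, the real one, was as large as 303 DEGs, and the highest other gave 5, but the genes had been selected on this comparison, so the count does not test chance.

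Suberin, cutin and wax genes differed among the unbagged libraries of a stage. The median of the 20 members was 1.74 higher on the log2 scale in CK2 replicate 2 than in CK2 replicate 3 (17 of 20 higher), and 1.48 higher in CK3 replicate 2 than in CK3 replicate 3 (19 of 20). Scaling of whole libraries is argued against, since the median difference of all genes tested was 0 in CK2 and 0.21 in CK3. Different shares of peel and flesh could not be told apart from a difference in suberin formation between fruits, since flavonoid genes, which the peel also expresses, differed by -0.029 in CK2 but by 0.91 in CK3. Uneven russeting of fruits or trees, which the design gives by its replicates, stays open and untested.

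Secondary wall and vascular genes were higher in bagged skin at DAF150, 7 of 7 tested, with 7 after median centring and 7 after quantile normalization. Among them were cellulose synthase A catalytic subunit 4 (MD00G1061100, log2 fold change 1.77) and fasciclin-like arabinogalactan protein 11 (MD12G1120100, 2.61). One library with more inner tissue is argued against as the whole cause, since without T3 replicate 1, the highest, 7 members still passed, although the median log2 fold change went from 1.77 to 1.14. T3 and CK3 libraries did not overlap in 4 of the 7, near the 50.5% of all 1399 genes tested, so this does not set the list apart. The median of the 7 was 17.35, 3.12 and 5.09 FPKM in T3 replicates 1, 2 and 3 and 1.96, 0.43 and 0.04 FPKM in those of CK3, and all 7 members were highest in CK3 replicate 1. All 7 members were higher in T3 than in CK3 in each of the 3 pairs of one replicate number. These pairs cannot test vascular tissue that varied with the number alike in CK and T, since such variation gives no difference between the groups. All 12 genes of this list in the deposited table were selected as higher in T. The 7 tested vary together (estimated correlation 0.92), so they are not separate pieces of evidence. More vascular tissue in the bagged samples as a group and an effect of bagging on the secondary wall stay open, and the design does not separate them.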

How the results depend on the processing

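Leaving out both CK2 replicate 2 and CK3 replicate 2 and using the p-values of the authors' comparisons were chosen after the data were seen. Of 128 effects of named genes, 64 kept their call and direction under every alternative that was run for them. Not every alternative covered each effect, as the minimum of 5 FPKM covered 96 and the libraries of a comparison alone 42. FPKM without counts or total fragments limits what can be said of genes of low level. At the DEG thresholds a log2 change of 1, which lies on the fold cut itself, was seldom recovered on simulated data at 3 libraries per group. At an adjusted p of at most 0.05 it was recovered for 42.1%, 55.6% and 50.0% of genes at the stages in order. Over the 3 stages that share was 84.4%. The cause was not tested for any change below unless the alternative's own construction gives it. Alternatives for counts were not run, since the values are FPKM.

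With the replicate block, the replicate number in the model, limma called 1 DEG at DAF30, 427 at DAF60, 279 at DAF150 and 299 over the 3 stages. The residuals of CK and T libraries of one number correlated at -0.35 to 0.17, over 0.1 in 5 of 9 pairs, and 9 of 18 libraries correlated best with one of their own number. Whether a number stands for the same tree in CK and T, or across the stages, is not given in the sources used here.

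Median centring gave DEG counts of 0 at DAF30 and 205 at DAF60, with 1 gene of Table 1, 2 of Table 2 and 3 of Table 4 called at DAF60, 0 of Table 1 and 1 of Table 2 at DAF150, and over the stages 2 of Table 1, 1 of Table 2, 72 of Table S5 and 62 of the keyword lists. On this selected and mostly lower table, median centring is a distorted scaling that moves all genes of a library up or down alike, so a change of sign under it says only that a fall was smaller than the common one. It turned the change over the stages of 13 genes to 0.031 for MD01G1195400, 0.013 for MD02G1161000, 0.093 for MD03G1126700, 0.23 for MD05G1012200, 0.15 for MD05G1065300, 0.21 for MD06G1160500, 0.19 for MD06G1211400, 0.42 for MD07G1279100, 0.051 for MD08G1068700, 0.085 for MD09G1099500, 0.36 for MD13G1041900, 0.27 for MD13G1072800 and 0.16 for MD15G1224800, and quantile normalization turned that of MD03G1126700 to 0.014. Quantile normalization gave DEG counts of 1 at DAF30, 196 at DAF60 and 175 over the stages, with 1, 2 and 0 genes of Table 1 at the stages in order, 2 and 1 of Table 2 at DAF60 and DAF150, 2 of Table 4 at DAF60, and over the stages 3 of Table 1, 1 of Table 2, 59 of Table S5, 0 of the transcription factors (2 at an unadjusted p under 0.05 in limma as deposited) and 57 of the keyword lists.

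A pseudocount of 0.1 gave 0 DEGs at DAF30 and 522 over the stages, and 0 genes of Table 1 at DAF30 and 3 at DAF150. A pseudocount of 0.01 gave 0 and 470 DEGs, 0 and 3 genes of Table 1 at those stages and 6 over the stages. With no filter on low values, 0 genes of Table 1 passed at DAF30 and 0 at DAF150. A minimum of 5 FPKM, which tests fewer genes, left 1 DEG at DAF30, 5 genes of Table 1 at DAF60, 0 at DAF150 and 5 over the stages, 1 of Table 2 at DAF150 and 85 of the keyword lists. With only the libraries of a comparison, which leaves fewer samples for the spread, DEGs numbered 0, 2 and 10 at the stages in order, with 1 gene of Table 1 at DAF30 and 3 at DAF150 and 1 of Table 2 at DAF150. At an adjusted p of at most 0.05 with a fold of at least 2, DEGs numbered 166, 807 and 494, and 4 were shared by the stages. With no minimum fold, 551 DEGs passed over the stages, and with the fold from arithmetic means 543. With no stage term, 0 DEGs passed over the stages in limma (1279 at an unadjusted p under 0.05 with the term), with 3 genes of Table 1, 1 of Table 2, 2 of Table 4, 66 of Table S5, 5 of the qRT-PCR genes and 46 of the keyword lists. Camera with an estimated correlation called 0 lists at DAF30, 0 at DAF60, 0 at DAF150 and 0 over the stages, where the preset correlation gave 2, 2, 5 and 4, and fry called 0, 18, 8 and 16.

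Without both CK2 replicate 2 and CK3 replicate 2, 1 DEG passed at DAF30, with 1 gene of Table 1 at DAF30, 2 at DAF150 and 7 over the stages, 1 of Table 2 at DAF150 and 2 transcription factors. The authors' p-values adjusted over the genes tested gave 476, 1139 and 881 DEGs at the stages, 1399 over them and 140 shared.

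Leaving out each library in turn gave 0 to 5 DEGs at DAF30, 215 to 481 at DAF60 (215 without CK2 replicate 1), 196 to 292 at DAF150 and 238 to 338 over the stages. Genes of Table 1 numbered 0 to 3 at DAF30, 10 to 11 at DAF60, 0 to 4 at DAF150 and 9 to 11 over the stages, those of Table 2 numbered 1 to 5 at DAF150, and transcription factors 1 to 2.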

Differences from the paper's values

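The paper's text gives 2856 DEGs between bagged and unbagged skin, and limma at the same cut-offs called 303 over the 3 stages. The fold was not measured alike. Limma's is the mean of the stage differences of log2(FPKM + 1), and the paper's is the ratio of mean FPKM. With the fold from arithmetic means, 100 higher and 443 lower genes passed. Under every alternative set before the data were examined the count differed from the paper's by more than 1.5 times. With at most 1399 genes tested, this was fixed in advance, except with no filter on low values, which gave 48 higher and 211 lower genes. With the authors' p-values, an alternative chosen after seeing the values, all 1399 genes tested passed, and the other 1457 of the paper's genes lay below the minimum level.

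The paper states 3.4 times as many up-regulated as down-regulated DEGs, and limma gave 0.217 higher per lower gene in T over CK, 54 higher and 249 lower. Taken as CK over T, limma gave 4.61, and the authors' own table gave 3.68 lower than higher genes in bagged skin (2246 and 610), so that the paper's ratio matches on the direction of CK over T. On the direction of T over CK, quantile normalization (4.30, 142 higher and 33 lower) was within 1.5 times of the paper's ratio, median centring gave 6.06, and this and the other alternatives set before the data were examined differed from it. Both scalings take the common fall of the selected genes away by construction, so neither is a test of the direction.

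The paper gives 273 DEGs shared by the 3 stages. By limma 0 were shared (51 at an unadjusted p under 0.05 at each stage), and every alternative set before the data were examined differed too, among them 4 at an adjusted p of at most 0.05 with a fold of at least 2. The authors' calls in the deposited table were shared by 190 genes. With their p-values adjusted over the genes tested, a choice made after seeing the values, 140 were shared.

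Fig. 2A shows about 1900 DEGs at DAF30, about 8700 at DAF60 and about 4400 at DAF150, read by eye, where limma called 2, 436 and 281 of the 1399 genes tested. Under every alternative set before the data were examined these counts stayed different. At DAF60 and DAF150 the 2856 genes of the deposited table are too few to reach the figure, so the alternatives could not have removed the difference. The figure counts genes outside the deposited table, which were not analysed here.

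The paper reports the genes of Table 1, Table 2 and Table 4 as differentially expressed. At the paper's thresholds over the 3 stages, limma called MD01G1042500 and MD12G1252500 of Table 1, MD08G1058900 of Table 2 and MD03G1059200, MD08G1009200 and MD17G1092400 of Table 4, while at an adjusted p of at most 0.05 it called 11 of 11, 5 of 5 and 4 of 5. The fold was taken here from the stage differences of log2(FPKM + 1). By the paper's ratio of mean FPKM, every gene of these tables has a fold of at least 2. A gene can thus miss the fold through the measure alone. The gene of Table 4 that did not pass was MD00G1116600 (adjusted p = 0.12), which passed at DAF60 (adjusted p = 0.0065).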

Other observations

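The tests of the authors' p-values against counting noise and against the ranges of the libraries were chosen after the result was seen, and the test with the spread between replicates was added when the one of counting noise fell short of its bound.

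Most flavonoid genes fell in bagged skin at DAF60 and DAF150, though fewer after median centring or quantile normalization. An anthocyanidin 3-O-glucosyltransferase gene (MD07G1306900), of the last step to anthocyanins, fell from 30.9 ± 36 FPKM in CK3 to 0.040 ± 0.046 FPKM in T3 (SD, n = 3; log2 fold change -4.28, standard error 0.51, adjusted p = 5.1e-06), with 72.28, 6.68 and 13.72 FPKM in CK3 replicates 1, 2 and 3. By limma, 1 of 11 flavonoid genes fell at DAF30, 8 at DAF60 and 10 at DAF150, and 11 over the 3 stages when adjusted over the list alone. At DAF150 camera called this list lower (adjusted p = 0.0170), and not with an estimated correlation (adjusted p = 0.607). After median centring 1 rose and 4 fell at DAF60 and 7 fell at DAF150, and after quantile normalization 4 and 6 fell. Of 15 heat shock and chaperone genes 2 fell at DAF30, 6 at DAF60 and 10 at DAF150. At DAF60, 1 rose and none fell after median centring, and 0 passed in limma after quantile normalization, beside 7 with an unadjusted p under 0.05 in the values as deposited. At DAF150, 1 rose and 9 fell after median centring and 8 fell after quantile normalization. The copper chaperone genes MD00G1069800 and MD04G1072900 had log2 fold changes of -2.66 and -2.86 at DAF150, and the HY5-like gene MD16G1132200, a regulator of light responses, had -1.54 at DAF60 and -1.73 at DAF150.

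At DAF60, 3 overlapping gene models described as extensin rose, while most wall loosening genes and many defence genes fell in the values as deposited. Extensin-2-like genes MD04G1031300, MD04G1031400 and MD04G1031500 rose at DAF60 with log2 fold changes of 3.93, 3.40 and 4.02, and since their models overlap they may share reads and are not separate evidence. Of 12 wall loosening genes, 1 fell at DAF30, 10 at DAF60 and 2 at DAF150. At DAF60, 1 rose and 1 fell after median centring and 1 rose and 2 fell after quantile normalization. In the defence list of 26 genes, 1 fell at DAF30, 14 at DAF60, and 7 rose and 6 fell at DAF150. Endochitinase EP3 (MD04G1047700) had a log2 fold change of -3.78 at DAF60 and pathogenesis-related protein PR-4 (MD04G1225400) one of -3.57, while the allergen gene Mal d 1.03G (MD16G1160100) had 2.25 at DAF150. At DAF60, 2 defence genes rose and 10 fell after either scaling. At DAF150, 11 rose and 4 fell after median centring, and 10 and 4 after quantile normalization. A histone H2A gene (MD11G1144600), the 1 cell division gene tested, rose at DAF60 (log2 fold change 0.57) and DAF150 (0.60). Its values lay near the floor, and the libraries of DAF60 overlapped. They were 0.36, 0.34 and 0 FPKM in CK2 and 1.18, 0.34 and 1.04 FPKM in T2. In CK3 they were 0, 0.34 and 0 FPKM, and in T3 1.05, 0.69 and 0.36 FPKM. Of 4 circadian and light signalling genes 3 fell at DAF60 and 3 at DAF150, and of 6 starch and sugar genes 1 fell at DAF30, 4 at DAF60 and 3 at DAF150. After median centring, 1 circadian gene rose and none fell at DAF60 and 1 fell at DAF150, and after quantile normalization 1 fell at each of these stages. The starch and sugar genes that fell at DAF60 were 1 and 2 after these scalings, and 2 and 2 at DAF150. Of 2 dormancy genes, 1 fell at DAF60 and 2 at DAF150, and 0 passed over the stages after median centring or quantile normalization, beside 2 with an unadjusted p under 0.05 in limma as deposited. None of the 3 organelle and ribosomal RNA genes and 0 of the 1 cytosolic ribosomal protein gene reached the minimum level.

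Few genes of other lists of the paper stand in the deposited table. Of the 100 transcription factor genes of Table S6, 3 were in it and 2 were tested. The MYB108-like gene MD14G1227500 fell at DAF60 (-1.81) and over the stages (-1.09), and the bHLH66-like gene MD02G1009200 fell at DAF30 (-1.92, log2), and adjusted over the list alone both fell over the stages. The count over the stages of 1 was 2 without CK2 replicate 2, without T1 replicate 1 or without T2 replicate 3. Of the 20 genes of Table 3, 1 was in it, the ribulose bisphosphate carboxylase small subunit gene MD09G1252100, which went from 102 ± 55 to 4.08 ± 0.97 FPKM at DAF60 and from 84.3 ± 26 to 1.27 ± 0.77 FPKM at DAF150 (SD, n = 3). Of the 16 genes of the network in Fig. 4B, 4 were in it (MD03G1059200, MD04G1096200, MD08G1009200 and MD17G1225100), and 2 rose and 2 fell over the stages. At DAF30 1 of the 4 fell, at DAF60 2 rose and 2 fell, and at DAF150 2 rose and 1 fell.

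The authors' comparisons called 819 genes at DAF30, 2028 at DAF60 and 1515 at DAF150 in the deposited table, and of those tested here, 199 of 476, 982 of 1144 and 608 of 887 had an adjusted p of at most 0.05 in limma. The authors' calls held at all 3 stages for 190 genes, in one direction for 106. All 11 genes of Table 1 and all 5 of Table 2 were among the 190, and 6 and 4 of them were higher in bagged skin at DAF30 and lower later in the authors' values. Why their comparison called many more genes at DAF30 than limma was tested in 4 ways. The authors' p-values at DAF30 ranked genes much as a statistic of counting noise does (Spearman correlation 0.9585 across genes, against 0.859 with limma), which may point to p-values that follow counting noise, but the gap was short of the bound of 0.1. The test had been set for DAF30, and at DAF60 the correlations were 0.920 and 0.698 and at DAF150 0.961 and 0.856, gaps over that bound. Given that statistic, they correlated at 0.141 with the SD between replicates, and limma's at -0.102, too weak in both for a decision. At DAF60 these were 0.156 and -0.249 and at DAF150 0.174 and -0.134, of opposite sign at each stage and weak at each. Of the 476 authors' calls tested at DAF30, 64.9% had T and CK libraries that did not overlap. Chance gives 10% for genes not selected on these libraries, so it is no measure for these calls, and the share lies between the bounds set for true changes missed with 3 replicates and for spread between replicates. In 27 of the 476 calls the range of the T1 or the CK1 libraries held that of the other, as in 127 of the 862 genes tested with a q-value of at most 0.001, values that a test of the spread between 3 libraries would not give. In these genes the authors' p-values left that spread out. For the other calls, p-values without the spread and true changes missed by limma with 3 replicates cannot be told apart, since the shares lie between the bounds.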
